# Grapevine Grafting: Scion Transcript Profiling and Defense-Related Metabolites Induced by Rootstocks

**DOI:** 10.3389/fpls.2017.00654

**Published:** 2017-04-27

**Authors:** Walter Chitarra, Irene Perrone, Carla G. Avanzato, Andrea Minio, Paolo Boccacci, Deborah Santini, Giovanna Gilardi, Ilenia Siciliano, Maria L. Gullino, Massimo Delledonne, Franco Mannini, Giorgio Gambino

**Keywords:** *Vitis*, abscisic acid, stilbene compounds, transcriptome, pathogens, *Plasmopara viticola*

## Abstract

Rootstocks are among the main factors that influence grape development as well as fruit and wine composition. In this work, rootstock/scion interactions were studied using transcriptomic and metabolic approaches on leaves of the “Gaglioppo” variety, grafted onto 13 different rootstocks growing in the same vineyard. The whole leaf transcriptome of “Gaglioppo” grafted onto five selected rootstocks showed high variability in gene expression. In particular, significant modulation of transcripts linked to primary and secondary metabolism was observed. Interestingly, genes and metabolites involved in defense responses (e.g., stilbenes and defense genes) were strongly activated particularly in the GAG-41B combination, characterized in addition by the down-regulation of abscisic acid (ABA) metabolism. On the contrary, the leaves of “Gaglioppo” grafted onto 1103 Paulsen showed an opposite regulations of those transcripts and metabolites, together with the greater sensitivity to downy mildew in a preliminary *in vitro* assay. This study carried out an extensive transcriptomic analysis of rootstock effects on scion leaves, helping to unravel this complex interaction, and suggesting an interesting correlation among constitutive stilbenes, ABA compound, and disease susceptibility to a fungal pathogen.

## Introduction

Grapevine yield and quality depend on several factors, such as genotype, biotic, and abiotic stresses, agro-technical practices, all interacting with each other and influencing development as well as fruit and wine quality (Marè et al., 2013). The relationship between scion and environment is also mediated by the rootstock, obtained by crossing a large variety of *Vitis* species, such as *Vitis berlandieri, Vitis riparia*, and *Vitis rupestris*. In general, grafting influences vigor, yield, water, nutrient, and hormone metabolism, thereby impacting the function of the whole plant and its responses to stress events. In particular, the long distance transport of mRNAs, proteins, and small RNAs contributes to explain the molecular mechanism for how graft partners interact with each other to produce a successful vine graft. Interestingly, genotypes, and scion/rootstock combinations are among the factors influencing the extent of mRNA exchange across the graft junction, as well as the species of mobile mRNAs and the direction of mRNA movement (Yang et al., 2015; Warschefsky et al., 2016; Pagliarani et al., 2017).

Phylloxera-resistant rootstocks have been required in Europe since the 19th century and represent the most prolonged use of a biological control strategy against a pest. Since the last decade, research on this topic has aimed to develop more efficient and sustainable practices providing resistance to other pests and ameliorating environmental adaptation (Anwar et al., 2002). Besides the physical and chemical mechanisms provided by tolerant rootstocks to limit the pathogen progression, not much is known about the ability of the rootstock to provide increased tolerance against scion diseases also through molecular mechanisms. Apple cultivars susceptible to fire blight disease are usually grafted to resistant rootstocks, and it has been interestingly observed in field a different degree of resistance depending on the rootstock employed (Cline et al., 2001).

The common commercial rootstocks used in viticulture and their phenotypes have been characterized (Tramontini et al., 2013; Corso and Bonghi, 2014). Studies investigating the molecular network of rootstock and scion interactions are still scarce, although recently developed “-omics” tools have partially unraveled complex rootstock/scion interactions. Marguerit et al. (2012), for example, dissected the genetic architecture of scion transpiration control and its acclimation to drought using QTL detection traits, defining the rootstock genetic control of these processes. In another study, Marè et al. (2013) showed the effects of different soil compositions and rootstocks on leaf transcriptomic modulation of Pinot Noir. Similarly, Corso et al. (2015) used a comparative transcriptome approach on drought tolerant and susceptible rootstock genotypes in response to water stress. The authors showed variations in modulation of genes involved in the phenylpropanoid pathway (mainly stilbene and flavonoid genes), suggesting a resveratrol-mediated way to enhance water stress resilience in a tolerant rootstock genotype. Stilbenoids (resveratrol and viniferin in particular) have reactive oxygen species (ROS) scavenging activity and act as a powerful defense system against biotic stresses (e.g., powdery mildew, downy mildew; Dabauza et al., 2015; Houillé et al., 2015). Furthermore, it is well-known that *Vitis vinifera* represents the best nutritional source of stilbenoid compounds with valuable effects on human health; these compounds have numerous pharmacological activities including anti-fungal, anti-inflammatory and anti-tumor effects (Bai et al., 2010; Zhang et al., 2010; Houillé et al., 2014). Constitutive stilbene production in plants and accumulation in the final product (berries and wines) depends on grape variety, climate, soil, and other factors (Vincenzi et al., 2013). These and other secondary metabolites play a key role in grapevine constitutive and induced defense responses to biotic and/or abiotic stresses. Priming the defense state represents an important issue in grapevine immune system modulation that needs to be elucidated (Chong et al., 2009).

In this work, rootstock/scion interactions were studied using transcriptomic and biochemical approaches on leaves of Gaglioppo variety (Librandi CVT 80 clone), typically cultivated in Southern Italy, grafted onto 13 selected rootstocks grown under same environmental conditions. The goals of this study were therefore to analyze the transcript modulations induced in scion leaves in response to grafting onto different rootstocks, and to evaluate constitutive levels of stress, defense-related genes and metabolites induced by different rootstocks and involved in priming defense responses.

## Materials and methods

### Vineyard description and experimental set-up

The study was carried out during two consecutive seasons (2014 and 2015) in a vineyard located in the South of Italy at the Librandi Estate (Cirò Marina, Calabria region), characterized by clay-loam soil (pH 7.9, organic matter content 1.13%, cation exchange capacity, 30.92 meq/100 g soil) and climate conditions as reported in Supplementary Figure S1. Scions of “Gaglioppo” Librandi CVT 80 clone were grafted onto 13 different rootstocks as described in Table 1. All vines were 3 years old and planted at a density of 7,300 plants ha^−1^, with a spacing of 1.60 × 0.85 m. Plants were trained to a vertical trellis system with spur pruning; conventional agronomic management was regularly applied in the vineyard. Water was supplied by means of drip irrigation. Drippers were positioned around 50 cm from ground and 10 cm from vine trunk. During the vegetative season, each vine was watered 5 times with 30 liters as follows: one in June, two in July and two in August. Rainfall events were recorded as shown in the Supplementary Figure S1. The 13 graft combinations were located in adjacent blocks in the vineyard, and for each of them, nine plants were considered. For each plant, two fully expanded leaves inserted in the central region of the shoot and of approximately equivalent physiological stage and condition, were collected at the end of August 2014. Leaves from three plants of each combination were pooled to form a biological replicate (2 leaves × 3 plants). Three biological replicates were carried out and immediately frozen in liquid nitrogen. Samples were stored at −80°C until molecular and biochemical analyses. Some agronomic parameters were determined for each vine, i.e., bunch weight and yield at harvest, and vigor measuring the pruning mass at winter time in 2 consecutive years (2014, 2015; see Table 1 reporting the average of the data collected in the 2014 and in the 2015 vintages).

**Table 1:** **Description of the graft combinations analyzed**.

**Rootstocks**	**Genetic origin**	**Short name**	**Bunch weight/plant (Kg)**	**Yield/plant (Kg)**	**Vigour pruned wood/plant (Kg)**
140 Ruggeri	*V. rupestris* × *V. berlandieri*	GAG-140R	0.26 ± 0.16a	2.12 ± 0.78ab	0.36 ± 0.19bc
**1103 Paulsen**		**GAG-1103P**	**0.39** ± **0.15b–d**	**3.45** ± **1.51cd**	**0.66** ± **0.18de**
**17–37 Mgt**		**GAG-17-37**	**0.40** ± **0.09cd**	**3.54** ± **0.68cd**	**0.41** ± **0.05b–d**
775 Paulsen		GAG-775P	0.41 ± 0.09cd	4.26 ± 1.96d	0.95 ± 0.33f
779 Paulsen		GAG-779P	0.38 ± 0.03b–d	2.87 ± 1.28a–d	0.44 ± 0.17c–e
110 Richter		GAG-110R	0.39 ± 0.08cd	1.92 ± 0.96ab	0.25 ± 0.06a–c
420 A	*V. riparia* × *V. berlandieri*	GAG-420A	0.30 ± 0.09a–c	2.11 ± 0.86ab	0.23 ± 0.10ab
SO4		GAG-SO4	0.49 ± 0.11de	3.69 ± 1.05cd	0.82 ± 0.32f
**Kober 5 BB**		**GAG-KOB**	**0.31** ± **0.13a–c**	**2.34** ± **1.16a–c**	**0.43** ± **0.11b–e**
Gravesac	161-49C (*V. riparia* × *V. berlandieri*) × 3309 C	GAG-GRAV	0.36 ± 0.09b–d	3.52 ± 0.98cd	0.65 ± 0.14de
**3309 Couderc**	*V. riparia* × *V. rupestris*	**GAG-3309C**	**0.41** ± **0.09cd**	**3.28** ± **0.91b–d**	**0.41** ± **0.12b–e**
Rupestris du Lot	*V. rupestris*	GAG-RUP	0.57 ± 0.11e	3.55 ± 1.13cd	0.68 ± 0.13e
**41 B Mgt**	*V. vinifera* (Chasselas) x *V. berlandieri*	**GAG-41B**	**0.26** ± **0.0ab**	**1.45** ± **0.74a**	**0.13** ± **0.04a**

*The scion Vitis vinifera cv. “Gaglioppo,” Librandi CVT80 clone (GAG-) was grafted onto 13 different rootstocks. The combinations chosen for RNA-seq analyses are indicated in bold font. Grape weight and yield data collected at harvest and vine vigor are reported as average of the data collected in the 2014 and in the 2015 vintages. Letters indicating significant differences by Tukey's HSD-test (P < 0.05) are reported for each value. Data are expressed as mean ± SD (n = 3)*.

### RNA sequencing analyses

Total RNA was extracted using the Spectrum™ Plant Total RNA extraction kit (Sigma Aldrich) starting from 100 mg of material, and RNA quantity was checked using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). RNA sample quality was checked on an RNA 6000 Nano Labchip using a Bioanalyzer 1000 (Agilent Technologies, Santa Clara, USA); all samples were RIN ≥ 7. cDNA libraries were prepared using TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, USA), starting from 2.5 μg of total RNA. Selected mRNAs were sheared for 8 min and finished libraries were amplified using 12 cycles of PCR. Libraries were validated on a DNA 1000 Chip using a Bioanalyzer 1000 (Agilent Technologies, Santa Clara, USA) and then quantified through qPCR using KAPA SYBR FAST Universal qPCR kit (Kapa Biosystems, Wilmington, USA) and an internal standard curve. Finally, a 100 SR sequencing run was performed using TruSeq SBS Kit v3-HS and TruSeq PE Cluster Kit v3-cBot-HS kits on a HiSeq 1000 system (Illumina, San Diego, USA).

### Reads pre-processing, alignment, and expression analysis

Sequenced reads underwent quality filtering prior to expression analysis. Low-quality reads (>50 bases with quality < 7 or >10% undetermined bases) were removed with a custom script, sequencing adapter sequences were clipped using Scythe (https://github.com/vsbuffalo/scythe), and low-quality bases at the 3′ ends of reads were trimmed using a quality threshold of 20 over a 10-base window with Sickle (https://github.com/najoshi/sickle) discarding reads shorter than 20 bp.

Reads were aligned against the PN40024 genome sequence using TopHat v2.0.14 (Trapnell et al., 2012), running Bowtie2 ver.2.2.4 (Siragusa et al., 2013) in very sensitive mode (parameter: –b2-very-sensitive) with IGGP_12x ver. 16 as the reference annotation. Cufflinks ver.2.2.0 (Trapnell et al., 2012) was used to calculate the expression values of all known genes in FPKM (fragments per kilobase of exon per million fragments mapped) using a geometric method for the normalization and setting a False Discovery Rate (FDR) ≤ 5% for the detection of significantly differentially expressed genes among the conditions. Expression values and next-generation sequencing data are available in the Gene Expression Omnibus (GEO) public database with accession number GSE82317. The identification of differentially expressed genes (DEGs) was performed using DESeq software (Zenoni et al., 2010).

Hierarchical clustering (HCL) analysis was applied using Pearson's correlation distance and MeV v4.9 software (http://www.tm4.org/mev.html) using as input log2 transformed FPKM values of genes in the five graft combinations.

All transcripts were annotated against the V1 version of the 12X draft annotation of the grapevine genome (http://genomes.cribi.unipd.it/DATA/). Blast2GO (Conesa et al., 2005) software was used to assign gene ontology (GO) terms, and transcripts were grouped into functional categories based on GO biological processes (GO:0005975, Carbohydrate Metabolism; GO:0044036, Cell Wall Metabolism; GO:0006520, Amino Acid and Derivative Metabolism; GO:0019725, Cellular Homeostasis; GO:0009987, Cellular Processes; GO:0032502, Developmental Process; GO:0090304, DNA/RNA Metabolism; GO:0006091, Energy Pathways; GO:0006629, Lipid Metabolism; GO:0009725, Response to Hormone; GO:0006950, Response to Stress; GO:0019748, Secondary Metabolism; GO:0007165, Signal Transduction; GO:0051090, Transcription Factor Activity Regulation; GO:0006810, Transport). Genes with unknown functions, with “No Hit” annotations and encoding pentatricopeptide (PPR) repeat-containing proteins were also included.

Metabolic pathways were visualized using MapMan software Version 3.6.0RC1 (Thimm et al., 2004; http://mapman.gabipd.org/web/guest/mapman), integrated for grapevine with information from Nimblegen and Affymetrix platforms, as previously reported (Rotter et al., 2009; Dal Santo et al., 2013).

### RT-qPCR analysis of gene expression

Total RNA was treated with DNase I (Invitrogen, Thermo Fisher Scientific) in accordance with the manufacturer's instructions. For each biological replicate, first-strand cDNA was synthesized starting from 2 μg of total RNA using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Thermo Fisher Scientific) according to the manufacturer's instructions. Gene-specific primers (Supplementary Table S5) were designed using Primer Express® software (v3.0, Applied Biosystems, Thermo Fisher Scientific). Reactions were carried out using Power SYBR® Green PCR Master Mix (Applied Biosystems, Thermo Fisher Scientific) as reported in Gambino et al. (2012). Three technical replicates were run for each biological replicate, and the expression of transcripts was quantified after normalization to two housekeeping genes: ubiquitin (*VvUBI*) and actin1 (*VvACT1*). The results were calculated as expression ratios (relative quantity, RQ) to GAG-1103P.

### HPLC-MS/MS analysis of stilbenes and abscisic acid (ABA) content

Stilbenes and ABA were quantified starting from 200 mg of frozen leaves. Reversed-phase high-performance liquid chromatography analysis was performed on a 1,260 Agilent Technologies system. Chromatographic separation was performed with a Phenomenex (Torrance, CA) Luna C18 column (150 × 2.1 mm, 3 μm particle size), with a C18 SecurityGuard column (4.0 × 3.0 mm ID), operated at room temperature. Elution was carried out using aqueous formic acid (0.1% v/v; mobile phase A) and acetonitrile (mobile phase B). HPLC analysis was performed using a gradient from 20 to 60% of mobile phase B in 15 min, then from 60 to 100% of B in 4 min; after washing for 5 min with solvent B, the column was re-equilibrated. The flow rate was 0.2 mL/min and injection volume was 10 μL. A triple quadrupole mass spectrometer (Varian 310-MS TQ Mass Spectrometer) equipped with an ESI interface operated in negative ion mode was used. The detection of analytes was carried out in multiple reaction monitoring (MRM) mode by monitoring two transitions for each compound. The concentration of analytes was quantified using an external calibration method. Original standards of resveratrol (purity ≥99%), polydatin (purity ≥95%), and viniferin (purity ≥95%), purchased from Sigma-Aldrich, were used to prepare the calibration curves. Similarly, the ABA content was quantified as described by Siciliano et al. (2015).

### *In vitro* downy mildew pathogenicity test

Leaf disks were cut with a cork borer (9 mm in diameter) from leaves collected in August from each selected scion/rootstock combination. Ten leaf disks were placed with the abaxial surface up on water-saturated filter paper sheets (Whatman®, Sigma-Aldrich) in 90 mm Petri plates. Leaf disks from the same rootstock/scion combination inoculated with sterile water served as control.

The inoculum was prepared by rinsing leaves infected with the AG1 *Plasmopara viticola* population from a greenhouse-grown susceptible selection of grape cv. Chardonnay with distilled water and adjusting to 5 × 10^4^ sporangia/mL using a hemocytometer. The inoculum was then pipetted onto the abaxial surface of each leaf disk using 30 μL/leaf disk. Petri plates were placed in a growth chamber at 22 ± 1°C under a 16 h photoperiod. The experimental design was a randomized complete block with four replications of six leaf disks each with a total of 18 points of inoculation.

Leaf disks were visually examined 7–10 days after inoculation for sporulation using a scale from 0 to 3: 0 = no symptoms; 1 = >0 to 25%; 2 = >26 to 50%; 3 = >50% of the affected area developed from the drop. Disease severity was estimated on 24 disks leaf/cultivar.

### Statistical analyses

Data management and calculations were performed using a Microsoft Excel spreadsheet. One-way analyses of variance (ANOVA) with treatment as the main factor were performed with the SPSS 23.0 statistical software package (SPSS Inc., Cary, NC, USA). Tukey's HSD-test was applied when ANOVA showed significant differences (*P* < *0.05*). The standard deviation (SD) or the standard error (SE) of all means were calculated.

## Results and discussion

### The rootstock influences the agronomic traits of the scion

Agronomic, metabolic, and molecular changes induced on *V. vinifera* cv. Gaglioppo by different rootstocks were investigated in a vineyard located in the Calabria region (Southern Italy), characterized by a Mediterranean climate, as confirmed by the meteorological data collected on the experimental site in the summer 2014 (Supplementary Figure S1). These are the required conditions for the production of “Cirò,” the wine typical of the region derived from “Gaglioppo.”

In terms of agronomic traits, the results collected during the 2014 and 2015 vintages confirmed that the rootstock has a significant influence on yield and vigor of the scion (Table 1). In particular, the GAG-41B combination was characterized by very low agronomical performance in comparison with other rootstocks that induce high vigor and yield in “Gaglioppo” (e.g., 1103 Paulsen, 17–37 Mgt, 775 Paulsen, Gravesac, Rupestris du Lot and SO4). Taking into account those results (Table 1) and considering the genetic origin of rootstocks, that provide a good source of variability, five graft combinations were selected for further transcriptomic analyses by RNA-Seq. In more detail, among the rootstocks originated by the cross *V. rupestris* × *V. berlandieri*, we choosed the 1103 Paulsen because is extensively used in all regions characterized by Mediterranean climate for its high vigor and good tolerance to drought (Lovisolo et al., 2016). It could be considered as a reference rootstock for these viticultural regions and according to that, 1103 P was used as reference rootstock in our analyses. Among the crosses *V. rupestris* × *V. berlandieri*, we selected also the 17–37 Mgt since is extensively used in the Calabria region. Kober 5BB and 3309C induced medium vigor and yield in “Gaglioppo” (Table 1). In addition, 3309C is the only cross *V. riparia* × *V. rupestris* available in our vineyard, and the Kober 5BB is one of the more extensively used rootstock in Italy obtained by crossing of *V. riparia* × *V. berlandieri* (Table 1). Differently from any other combination, GAG-41B was characterized by lower agronomical performance and it is the only hybrid rootstock in our selection produced from a *V. vinifera* (“Chasselas”) parental.

### Rootstock affects the whole-transcriptome modulation in scion leaves

RNA-Seq produced 499.5 million fragments, equivalent to 49 Gb of total sequencing data with an average of 33 million fragments per sample (Supplementary Table S1). 

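Leaves of “Gaglioppo” in 5 of the graft combinations, GAG-1103P, GAG-KOB, GAG-3309C, GAG-41B and GAG-17-37, were used for RNA-Seq in 3 biological replicates each (A, B and C), and each replicate pooled 2 leaves from each of 3 vines. After alignment of the single-end reads with TopHat, the authors used Cufflinks to calculate 1 FPKM value (fragments mapped per kilobase of exon, relative to all fragments mapped) for each of 29970 annotated genes in each of the 15 libraries, scaled between the libraries by a geometric method. The values below were calculated from these deposited FPKM values. Since FPKM values are not read counts, a count-based test such as the DESeq test of the methods was not run on them. Instead, log2(FPKM + 0.1) was analyzed with limma in a single fit over the 15 libraries, with a mean for each combination, a shared estimate of the spread for each gene and a trend of that spread with the expression level. The fit covered the 21364 genes with a mean of at least 0.1 FPKM over the 15 libraries. A gene was called a DEG at an adjusted p of 0.05 or less (limma, two-sided, Benjamini-Hochberg adjustment over the genes tested in a comparison), and a 4-fold DEG if its log2 fold change was also at least 2 in size. All fold changes are on the log2(FPKM + 0.1) scale, which understates the changes of genes with low FPKM. The added 0.1, the filter on low values, the scaling of the libraries, the limit on the adjusted p and the way a fold change is computed are choices that could change these numbers.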

The sequences were quality filtered and aligned to PN40024 reference genome (IGGP 12X v16 assembly) with a mean success rate of 88%. 

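The numbers of mapped reads that Table S1 of the paper gives for each library were between 28108278 and 30073626 in GAG-1103P (median 29173498), between 27868098 and 34421981 in GAG-KOB (median 29591660) and between 26913130 and 30326138 in GAG-3309C (median 30075617). GAG-41B had between 29268872 and 30288847 mapped reads (median 29997600), and GAG-17-37 between 21570817 and 29547153 (median 27803701), the lowest number being that of its replicate C. The deposited values hold no read counts, so that a counting error could not be given for a gene and the spread between replicates was used instead. The sum of the FPKM values over all genes was between 1558965 and 1797627 in the 12 libraries of the other combinations and between 2208240 and 2221125 in the 3 GAG-41B libraries. For the 2991 genes with more than 100 FPKM, the median absolute deviation (scaled to a standard deviation) of the log2 difference was 0.05 to 0.08 between replicates B and C of a combination, and 0.18 to 0.26 between replicate A and either of them. The standard deviation of the same differences, which a few genes with extreme values enlarge, was 0.53 to 0.88 and placed replicate A farther away in 2 of the 5 combinations.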

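A mean of at least 0.1 FPKM in at least 1 combination was found for 22292 of the 29970 genes, whereas 19643 genes reached this mean in every combination and 18283 reached 0.1 FPKM in all 15 libraries. In the limma fit, 16981 of the 21364 genes tested were DEGs in at least 1 of the 4 comparisons with GAG-1103P, and 16088 differed among the 5 combinations in limma's F-test. The GAG-41B vs. GAG-1103P comparison had 14703 DEGs (68.8% of the genes tested), GAG-KOB 11242 (52.6%), GAG-3309C 9205 (43.1%) and GAG-17-37 7323 (34.3%). At an adjusted p of 0.005 or less, the limit that the results of the paper give, 13727 genes were called in at least 1 comparison. Among the settings tried this lowered the number most. The 16981 genes were thus counted at a wider limit than the one given there.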

Out of 29,970 annotated genes, 22,292 (74.4%) were found to be expressed (FPKM ≥ 0.1) and 17,050 were significantly differentially expressed genes (DEGs) in at least one rootstock/scion combination with respect to GAG-1103P, chosen as reference (*p*-value adjusted with Benjamin-Hochberg ≤ 0.5%; Supplementary Table S2). We decided then to apply a fold-change (FC) cut-off and to analyze only the genes whose expression was |log2FC| ≥ 2. 

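The 4-fold DEGs in at least 1 of the 4 comparisons were 3131, of which 2031 (64.9%) were higher and 1096 lower than in GAG-1103P in every comparison that called them. This split depended on the scaling of the libraries, because the FPKM sums of GAG-41B were larger than those of the other combinations. When every library was given the same total, 1623 genes were higher and 1684 lower, while 2139 were higher and 991 lower with the same median in every library. The same total moved the median log2 fold change of all genes in GAG-41B vs. GAG-1103P by -0.38, quantile normalization moved it by -0.13, and the median in the deposited values was 0.00. The 2692 genes of the paper's Table S4 were all among the genes tested, and 2471 of them (91.8%) were among the 3131. The 660 genes called here and not listed in that table had a median of 0.678 FPKM, against 12.5 FPKM for the shared ones. Adding 1 instead of 0.1 to each FPKM value, which lowers the fold changes of such genes, left 1809 4-fold DEGs and was the setting that moved this number most.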

We obtained 2,692 DEGs (Supplementary Table S3), the majority of them up-regulated (65%), meaning that these genes are over-expressed in the four graft combinations with respect to GAG-1103P.

As shown by the Venn diagram in Figure 1A, the GAG-41B vs. GAG-1103P comparison showed the highest number of DEGs (2,526, around 94% of DEGs detected) and, interestingly, 1,845 (68%) were exclusively modulated in GAG-41B. 

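Of the 4-fold DEGs, 2893 (92.4% of the 3131) were found in GAG-41B vs. GAG-1103P, with 1869 higher and 1024 lower in GAG-41B and a median absolute log2 fold change of 2.82. With the same total in every library, 1395 genes were higher and 1623 lower in GAG-41B. In GAG-KOB the 4-fold DEGs were 746 (640 higher and 106 lower) and in GAG-3309C 480 (395 higher and 85 lower). Called at the 4-fold limit in GAG-41B alone were 2146 genes (68.5%), against 65 in GAG-KOB alone and 70 in GAG-3309C alone. No setting tried brought the number for GAG-41B below 1392. A gene counted as called alone can still be a DEG below 4-fold in another combination. Among genes with a mean of at least 1 FPKM and no overlap between the replicates, the largest increases belonged to 3 genes that are not in Table S4. Vv10s0042g00850 had 4265, 6524 and 4397 FPKM in the 3 GAG-41B libraries and 0, 0 and 48.7 in those of GAG-1103P (adjusted p = 2.35e-05, limma). The gene Vv01s0146g00320 was listed at 0 in GAG-1103P and had 231, 188 and 222 FPKM in GAG-41B, and Vv07s0197g00120 had 45.1, 54.0 and 35.1 FPKM in GAG-41B and was listed at 0 in the 12 other libraries. Among the largest decreases, Vv00s2829g00010 had 464, 448 and 479 FPKM in GAG-1103P and was listed at 0 in GAG-41B and GAG-KOB, while the GAG-17-37 libraries had 1024, 0 and 0 FPKM. Vv11s0103g00380, also listed at 0 in GAG-41B, had 111, 144 and 38.4 FPKM in GAG-1103P, and Vv12s0057g00120 had 135 ± 6.45 FPKM in GAG-1103P (mean ± SD, n = 3) and 0, 0 and 0.975 in the libraries of GAG-41B. After division by the relative worth of a read in each library, the 4 values of Vv00s2829g00010 above 0 in replicates B and C were equal, those of Vv11s0103g00380 were 1 to 4 times the smallest and those of Vv07s0197g00120 stood as 3 to 2. Values of few reads would fall on such steps, and a 0 beside them need not mean absence of the transcript. The values of Vv10s0042g00850 were 1 to 97 times the smallest and those of Vv01s0146g00320 1 to 57 times. Those of Vv12s0057g00120 did not all fall on such steps.

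**Figure D1:**
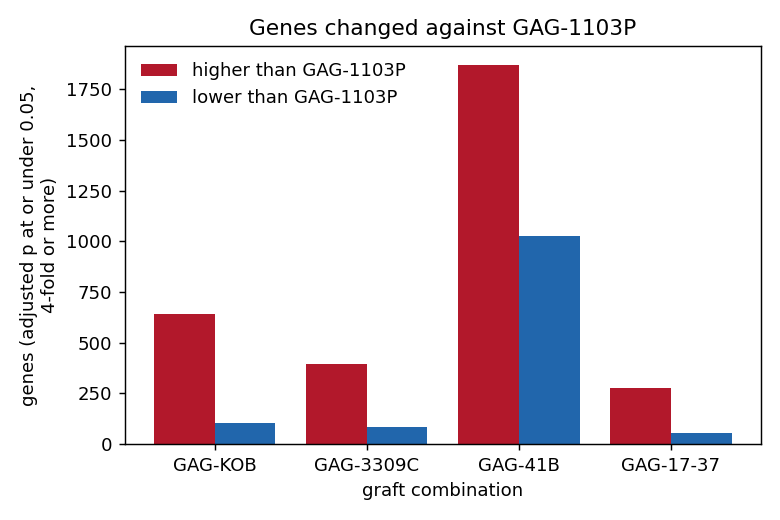
Number of 4-fold DEGs (vertical axis) in each of the 4 graft combinations compared with GAG-1103P, with separate bars for genes higher and genes lower than in GAG-1103P. The bars of GAG-41B reach 1869 and 1024 genes, and those of GAG-17-37 reach 276 and 54.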

On the contrary, only 260 genes showed different expression levels in GAG-17-37 with respect to the reference GAG-1103P, and 20 (0.7%) were genes exclusively affected in GAG-17-37. These numbers clearly suggest that 41 B Mgt rootstock induced very different responses in “Gaglioppo” at the molecular level with respect to 1103 Paulsen, whereas the scion showed similar transcriptomic changes when grafted onto 17–37 Mgt and 1103 Paulsen.

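The GAG-17-37 vs. GAG-1103P comparison gave 330 4-fold DEGs, 276 higher and 54 lower in GAG-17-37, and 47 of them were not called in any other combination. Both numbers depended on how low values were treated. With 1 added to each FPKM value the 4-fold DEGs were 101 and those of GAG-17-37 alone 10, and with 0.01 added they were 467 and 53. Leaving out each library in turn kept the 4-fold DEGs of this comparison between 302 and 333. By the same limits, the largest increase again belonged to Vv10s0042g00850, with 142, 294 and 134 FPKM in GAG-17-37 (adjusted p = 0.00365, limma, and between 3.19e-09 and 0.0728 over the other settings). The largest decrease was that of Vv00s0317g00010, which had 14.1, 14.9 and 11.9 FPKM in GAG-1103P and was listed at 0 in GAG-17-37 and in GAG-41B (adjusted p = 0.00422 in GAG-17-37, limma). Divided by the relative worth of a read, its 2 values above 0 in replicates B and C stood as 4 to 3. Values of few reads could give this, so that its zeros need not mean absence of the transcript.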

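GAG-41B and GAG-17-37 were also compared with each other, and 1883 genes differed at least 4-fold. Higher in GAG-41B were 1141 and lower 742, against 764 and 1323 with the same total in every library. The 4 comparisons share the 3 GAG-1103P libraries, which makes them resemble each other even without any effect of the rootstock. Across genes, which are not independent replicates, the log2 fold changes of any 2 comparisons had correlations between 0.565 and 0.789, and 69.1 to 81.0% of the genes had the same sign. In 20 simulations all libraries, those of GAG-1103P included, were drawn with independent noise around a common mean for each gene. The correlations then averaged between 0.478 and 0.528, and no more than 67.4% of the genes had the same sign. The paper starts from the numbers of DEGs, the largest in GAG-41B and the smallest in GAG-17-37. It proposes from them that the molecular responses of the scion on 41 B Mgt were very different from those on 1103 Paulsen, whereas those on 17-37 Mgt were similar to them.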

**Figure 1:**
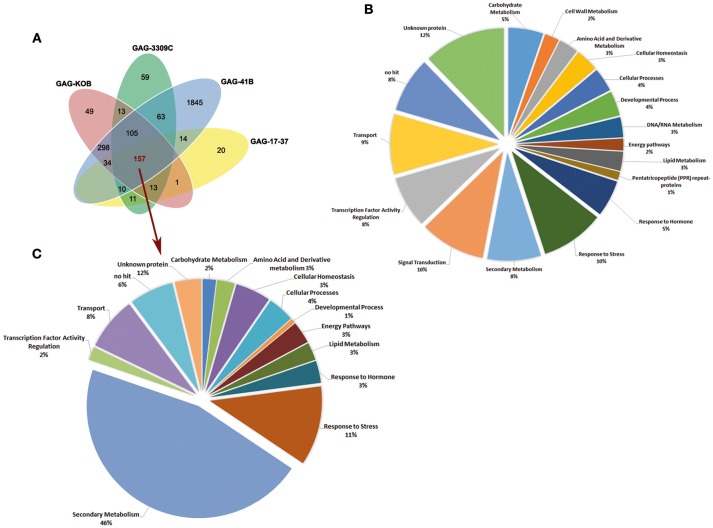
**Venn diagrams showing the distribution of the 2,692 DEGs (***P*** < 0.05; |log2FC| ≥ 2) in the graft combinations GAG-KOB, GAG-3309C, GAG-41B, and GAG-17-37, each compared to the reference GAG-1103P (A)**. Functional category distribution of the 2,692 DEGs **(B)** and of the 157 genes showing common differential expression in all the graft combinations **(C)**. Transcripts were grouped into the most represented functional categories, based on the GO classification of biological processes.

The 2,692 DEGs analyzed were annotated according to Grimplet et al. (2012), associated with their respective GO terms and then grouped in 18 highly-represented categories, based on GO biological processes (Figure 1B). The analysis of transcript functional categories revealed that the majority of DEGs are involved in stress responses, signal transduction processes, secondary metabolism, transport and transcription factor activity. 

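The categories that Table S4 assigns to its genes were counted over the 2471 of them that were 4-fold DEGs here. Response to stress held 236 (9.55%), signal transduction 235 (9.51%), transport 223 (9.02%), secondary metabolism 210 (8.50%) and transcription factor activity 197 (7.97%). The genes of unknown function were 300 (12.1%), the largest group, and those with no hit 208 (8.42%). In GAG-41B, 185 of the 230 called genes of response to stress and 187 of the 226 called genes of signal transduction were higher than in GAG-1103P, against 109 of the 194 genes of transcription factor activity. Since Table S4 was chosen by the study on the same libraries, these numbers are not independent evidence, and no enrichment was tested.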

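Changed at least 4-fold in all 4 comparisons were 162 genes, 147 (90.7%) higher and 15 lower than in GAG-1103P, and 128 of them are among the 157 common genes of the paper's Table S3. In the simulations of unchanged groups, which drew the GAG-1103P libraries as well, no gene was called in all 4 comparisons by limma, and none in 2 or more. With no changed gene such calls are rare by construction, so that a peculiarity of the real GAG-1103P libraries is not excluded. At an unadjusted p of 0.05 or less, up to 883 simulated genes were called in 2 or more comparisons, against 14004 observed. Table S4 lists 131 of the 162 genes, of which 124 were higher in each combination and 51 (38.9%) belong to secondary metabolism and 18 (13.7%) to response to stress. The number of common genes was 66 with 1 added to each FPKM value and 256 with 0.01 added. A gene lower in all 4 combinations was Vv06s0004g06830, annotated in Table S4 as asparagine synthetase, with 32.3 ± 1.05 FPKM in GAG-1103P (mean ± SD, n = 3), 0.394 ± 0.214 in GAG-KOB, 0.401 ± 0.123 in GAG-3309C, 0.228 ± 0.0763 in GAG-41B and 1.32 ± 0.122 in GAG-17-37. The smallest of its 4 decreases, in GAG-17-37, was a log2 fold change of -4.51 (standard error 0.32, adjusted p = 2.73e-07, limma). Among the increases, Vv01s0146g00320 was listed at 0 in GAG-1103P and had 22.2, 18.8 and 30.8 FPKM in GAG-KOB, 8.81, 2.85 and 8.59 in GAG-3309C and 8.29, 8.73 and 7.93 in GAG-17-37. Calls that rested on single values were those of Vv18s0041g02130, with 19.1, 0 and 0 FPKM in GAG-1103P, and Vv09s0070g00950, with 18.4, 0 and 21.3 in GAG-1103P and 0 elsewhere. Without GAG-1103P replicate B or C, Vv18s0041g02130 was no longer called in GAG-KOB, GAG-3309C or GAG-17-37 (adjusted p up to 0.0995, limma), and without replicate A or C, Vv09s0070g00950 was no longer called in the same 3 combinations (adjusted p between 0.0539 and 0.0797, limma). Vv18s0041g02130 was also lost in GAG-3309C without its replicate A (0.0550) and in GAG-17-37 without its replicate A (0.0576) or B (0.0562). Vv00s0317g00010 was lost in GAG-KOB without its replicate B or C and in GAG-3309C without its replicate B or C (adjusted p between 0.0704 and 0.0852, limma).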

Considering the 157 DEGs in common to all four graft combinations compared to reference GAG-1103P (Figure 1A), they were almost exclusively up-regulated (97%) and mainly involved in secondary metabolism (46%), with strong up-regulation of genes related to phenylpropanoid biosynthesis (Figure 1C).

A metabolic overview was performed with MapMan software to visualize the metabolic pathways in which DEGs are involved (Supplementary Figure S2A). In the GAG-41B vs. GAG-1103P comparison, the DEGs were distributed among all the metabolic pathways, although mainly concentrated in secondary metabolism (upregulation of terpenes, flavonoids, and phenylpropanoid genes) and in the photosynthesis process, with several up-regulated genes belonging to the two photosystems (Figure 2, Supplementary Figure S2B). Moreover, several DEGs were involved in hormonal responses, cell wall metabolism, and kinase signaling cascades, particularly in the activity of transcription factors such as bZIP, WRKY and MYB; overall, these metabolic changes affect plant responses to abiotic/biotic stresses (Figure 2). 

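In GAG-41B vs. GAG-1103P, 203 of the 216 secondary metabolism genes of Table S4 were 4-fold DEGs, 150 of them higher in GAG-41B. Table S4 places 12 genes in the photosynthesis networks, and 8 of these were higher and 4 lower in GAG-41B by limma, with 6 of the increases at least 4-fold and a median log2 fold change of 1.82. Adjusted over the list alone the numbers were again 8 and 4. Of the 8 increases, 6 were called when the libraries were given the same total or quantile normalized, whereas the 4 decreases were called under each scaling. The decreases were those of a cytochrome B6-F iron-sulfur subunit (Vv12s0134g00510, log2 fold change -2.67), a ferredoxin (Vv05s0020g03490, -2.68), a PsbP protein of photosystem II (Vv14s0060g02430, adjusted p = 3.02e-09, limma) and psbZ (Vv12s0059g01810), the first 3 being named after their values were seen.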

On the contrary, considering the comparison GAG-17-37 vs. GAG-1103P, a small number of DEGs were involved in responses to stress and secondary metabolism, while there were no differentially expressed genes involved in photosynthetic pathways (Figure 2, Supplementary Figure S2B).

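For GAG-17-37, 66 of the secondary metabolism genes and 23 of the response to stress genes of Table S4 were 4-fold DEGs against GAG-1103P. Of the 12 photosynthesis genes, the median log2 fold change in GAG-17-37 was 0.45, with genes past the threshold in both directions (limma), and 1 of them reached 4-fold. This gene, Vv11s0037g00290, is annotated as a plastocyanin domain-containing protein and was singled out after its values were seen. It had 2.03 ± 0.145 FPKM in GAG-17-37 and 0.516 ± 0.363 in GAG-1103P (mean ± SD, n = 3), a log2 fold change of 2.01 (standard error 0.58, adjusted p = 0.0180, limma), which became 1.03 with 1 added to each FPKM value. The number of these genes at least 4-fold changed was 0 without GAG-1103P replicate A and 0 without GAG-17-37 replicate C.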

**Figure 2:**
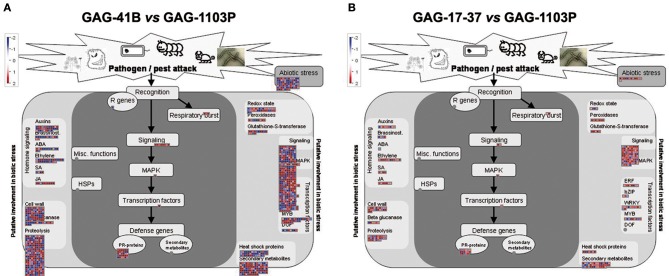
**MapMan software output to provide an overview of the effect of 41 B Mgt rootstock (A)** and 17–37 Mgt rootstock **(B)** induced on biotic stress responses and, in particular, on secondary metabolism. Log_2_ fold changes values referred to GAG-1103P are represented. Up-regulated and down-regulated transcripts are shown in red and blue, respectively.

In order to further analyze the data, a hierarchical clustering (HCL) analysis involving the DEGs with |log2FC| ≥2 was conducted to investigate the relationships of similarity among the five graft combinations. 

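Over the 2692 genes of Table S4, the mean log2(FPKM + 0.1) values of GAG-41B had a Pearson correlation of 0.579 with those of GAG-1103P, 0.733 with GAG-17-37, 0.751 with GAG-3309C and 0.865 with GAG-KOB. Among the other 4 combinations the correlations were between 0.865 (GAG-1103P and GAG-KOB) and 0.980 (GAG-3309C and GAG-17-37). In the dendrogram made from these correlations with average linkage, GAG-41B was joined last, at a mean distance of 0.268 from the others, and GAG-1103P had the next largest mean distance, 0.138. The difference between both distances was 0.130, with a standard deviation of 0.00520 when it was computed from replicates A, B and C one by one. These genes were selected for differences that were mostly those of GAG-41B, and over all 21364 genes the difference was 0.0344. When each gene was centred on its mean over the combinations, GAG-41B was not alone, since it was joined with GAG-KOB (correlation 0.341) at the same mean distance of 1.35.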

GAG-41B formed a completely separate clade from the others, whereas the remaining rootstock/scion combinations clustered together in a second group, in agreement with the fact that 41 B Mgt rootstock induced the most different transcriptomic changes in “Gaglioppo” (Figure 3A). In addition, the 2,692 DEGs clustered in two major groups (Figure 3B): Cluster 1 is characterized by 1,723 genes up-regulated in GAG-41B, partially up-regulated in GAG-KOB and less expressed in GAG-1103P, whereas Cluster 2 includes the remaining 969 genes down-regulated in GAG-41B with respect to the other combinations (Supplementary Table S4).

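Of the 1723 genes of Cluster 1, 1694 were higher in GAG-41B than in GAG-1103P by limma, 1530 of them at least 4-fold, with a median log2 fold change of 2.77. The single gene lower in GAG-41B, the germin gene Vv14s0128g00570 (log2 fold change -2.13), was picked out after its values were seen. In the other comparisons with GAG-1103P the genes higher were 1557 in GAG-KOB (median 1.56), 1218 in GAG-3309C (0.96) and 1203 in GAG-17-37 (0.88). Against the mean of the other 4 combinations, 1649 genes of Cluster 1 were lower in GAG-1103P. Of the 969 genes of Cluster 2, 937 were lower in GAG-41B than in GAG-1103P (median -2.41), and 875, 903 and 924 were lower in GAG-41B than in GAG-KOB, GAG-3309C and GAG-17-37. Adjusted over the list alone, 1703 genes of Cluster 1 were higher and 939 of Cluster 2 lower. With the same total in every library the medians were 2.39 in Cluster 1 and -2.79 in Cluster 2, and the numbers called were 1671 and 944. The clusters were made by the study from the same libraries, so that these counts describe them and do not test them.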

**Figure 3:**
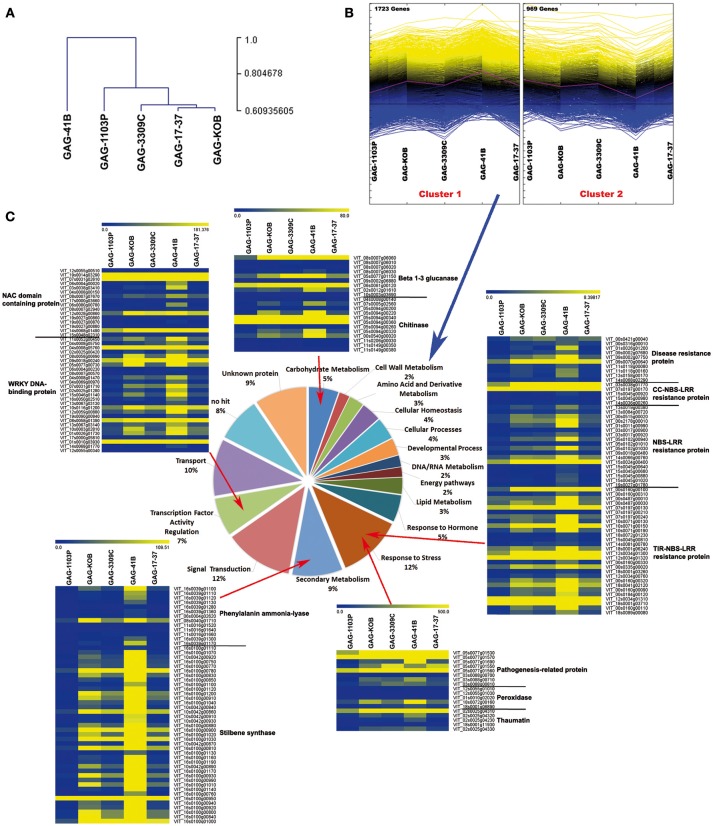
**Transcriptomic reprogramming induced in the scion “Gaglioppo” by different rootstocks**. Cluster dendrogram of GAG-41B, GAG-1103P, GAG-3309C, GAG-17-37, and GAG-KOB obtained using the average expression value of the three biological replicates **(A)**. Hierarchical clustering analysis of transcripts that were differentially modulated among the five different graft combinations (*P* < 0.05; |log2FC| ≥ 2) **(B)**. Functional category distribution of the transcripts belonging to Cluster 1, grouped into the most represented functional categories, based on the GO classification of biological processes **(C)**. The heat maps of transcriptional profiles associated with the categories “Carbohydrate metabolism,” “Response to stress,” “Secondary metabolism,” and “Transcription factor activity regulation” were generated with TMeV 4.9 using the average expression value of the three biological replicates.

In Cluster 1, the carbohydrate metabolism category is highly represented by genes such as *beta-glucanases*, involved in callose degradation, and *chitinases*. Similarly, other genes related to biotic stress responses such as disease resistance proteins (NBS and NBS-LRR class), pathogenesis-related proteins as well as genes involved in jasmonate metabolism, lipid metabolism, phenylpropanoid metabolism, NAC domain-containing proteins, and WRKY DNA-binding proteins were induced in “Gaglioppo,” in particular by the 41 B Mgt rootstock (Cluster 1; Supplementary Table S4, Figure 3C). 

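Table S4 names beta-1,3-glucanase or chitinase in the annotation of 25 genes, 23 of them in Cluster 1. In GAG-41B, 24 of the 25 were higher than in GAG-1103P by limma, 18 at least 4-fold, with a median log2 fold change of 2.37, and the numbers adjusted over the list alone were the same. The gene lower in GAG-41B was a chitinase III (Vv16s0050g02210, log2 fold change -2.29), named after its values were seen. Higher than in GAG-1103P were also 20 of these genes in GAG-KOB, 17 in GAG-3309C and 21 in GAG-17-37. The class IV chitinase Vv05s0094g00220 rose most, from 4.27 ± 0.187 FPKM in GAG-1103P to 133 ± 14.4 in GAG-41B (mean ± SD, n = 3), a log2 fold change of 4.92 (standard error 0.09, adjusted p = 7.67e-14, limma). Directly compared, 16, 17 and 15 of the 25 genes were higher in GAG-41B than in GAG-KOB, GAG-3309C and GAG-17-37.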

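GAG-41B was compared directly with GAG-KOB, GAG-3309C and GAG-17-37 (limma) over these families, whose genes the study had chosen on the same libraries. Of the 82 disease resistance genes of Table S4, 61 were higher in GAG-41B than in GAG-KOB, 60 than in GAG-3309C and 63 than in GAG-17-37, while 15, 18 and 18 were lower. For the 28 WRKY genes the numbers higher were 26, 27 and 26, and for the 19 NAC genes 15, 16 and 16. Of the 13 phenylalanine ammonia-lyase genes, 13, 12 and 13 were higher in GAG-41B, with median log2 fold changes of 2.65, 3.68 and 3.62. The 20 pathogenesis-related genes (annotated as pathogenesis-related, thaumatin or osmotin) divided more evenly, with 13 higher against GAG-KOB and 13 against GAG-17-37, and with 10 higher and 8 lower against GAG-3309C. Against GAG-3309C this last family changed direction with the scaling, with 7 genes higher and 10 lower when the libraries had the same total and 7 and 9 after quantile normalization. The disease resistance, WRKY, NAC and phenylalanine ammonia-lyase genes had more members higher than lower in GAG-41B under each scaling.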

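The annotation or network of 22 genes in Table S4 names ABA, 11 of them in Cluster 1 and 11 in Cluster 2. All 11 genes of Cluster 1 were lower in GAG-1103P than in the mean of the other 4 combinations, with log2 fold changes between -2.63 and -0.60. In Cluster 2, 10 of the 11 genes were higher in GAG-1103P, with log2 fold changes over the 11 genes between 0.68 and 2.68 and a median of 1.18. Adjusted over the list alone, 11 of the 22 genes were higher and 11 lower. In single comparisons, the genes of Cluster 2 that were lower than in GAG-1103P were 7 in GAG-KOB, 8 in GAG-3309C, 11 in GAG-41B and 5 in GAG-17-37 (limma). The 5 were VvNCED (Vv02s0087g00930) and, named after their values were seen, Vv13s0019g01010, Vv17s0000g01080, Vv04s0008g04490 and Vv07s0031g03210.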

Interestingly, genes involved in the ABA metabolism were instead up-regulated in GAG-1103P (Cluster 2; Supplementary Table S4).

### A glimpse on the defense-related responses induced by the rootstock

Priming plant defense has obtained increasing attention in the last decade, and several studies have been conducted to enhance multiple stress tolerance by biological, genetic, or chemical methodologies (Savvides et al., 2016). Defense priming is defined as an adaptive, low-cost defensive measure in which the plant is in a persistently primed state of enhanced defense readiness (Martinez-Medina et al., 2016). The priming stimulus leading to this state can be of different nature and studies have revealed the usual presence of defense priming in field conditions (Heil and Silva Bueno, 2007). Our results show how rootstocks are potentially involved in the priming phenomenon, influencing the response of the scion to the environment through different strategies, with the 1103 Paulsen and 41 B Mgt rootstocks representing two opposite examples regarding the regulation of scion metabolism.

#### Phenylpropanoid metabolism

Stilbenoids show ROS scavenging activity acting as a powerful defense system against biotic stresses (e.g., powdery mildew, downy mildew; Dabauza et al., 2015; Houillé et al., 2015).

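Table S4 annotates 38 genes as stilbene synthases, members of a multigene family whose near-identical copies could share reads, so that the value of a single copy is uncertain. All 38 were higher than in GAG-1103P by limma in GAG-KOB (median log2 fold change 3.65), in GAG-3309C (2.59), in GAG-17-37 (2.43) and in GAG-41B, also when adjusted over the list alone in GAG-41B. At least 4-fold increases were found for 37 of them in GAG-KOB, 35 in GAG-3309C and 34 in GAG-17-37. Directly compared, 36 of the 38 were higher in GAG-KOB than in GAG-3309C, and 36 higher than in GAG-17-37. The 13 phenylalanine ammonia-lyase genes of Table S4 were at least 4-fold higher than in GAG-1103P in GAG-41B (13 genes, median 5.63), GAG-KOB (11 genes), GAG-3309C (8 genes) and GAG-17-37 (5 genes, median 1.90). The largest of these increases was that of Vv16s0039g01100, which had 3.40 ± 0.170 FPKM in GAG-1103P and 289 ± 13.2 in GAG-41B (mean ± SD, n = 3), a log2 fold change of 6.37 (standard error 0.07, adjusted p = 8.87e-16, limma).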

The rootstocks Kober 5BB, 3309 Couderc, 17–37 Mgt, and 41 B Mgt induced the activation of phenylpropanoid metabolism in “Gaglioppo” (Cluster 1) at very high levels in respect to 1103 Paulsen (e.g., through the up-regulation of about 40 genes coding for stilbene synthases). In particular, the 41 B Mgt rootstock induced high activation of these transcripts, with many stilbene synthase genes showing up to 200-fold up-regulation (Figure 3C). 

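Between GAG-41B and GAG-1103P the log2 fold changes of the 38 stilbene synthase genes ranged from 1.52 to 7.51, with a median of 6.74, and 37 were at least 4-fold. As a ratio of mean FPKM values, the highest increase was 188-fold and the median 112-fold, and 25 of the genes had a ratio of 100 or more. The highest ratios in the other combinations were 18.4 in GAG-KOB, 14.2 in GAG-3309C and 13.3 in GAG-17-37. In direct comparisons, 37 of the 38 genes were at least 4-fold higher in GAG-41B than in GAG-KOB, GAG-3309C and GAG-17-37, with median log2 fold changes of 3.17, 4.11 and 4.30. The gene with the largest change was Vv16s0100g00770, with 2.46 ± 0.426 FPKM in GAG-1103P and 463 ± 23.5 in GAG-41B (mean ± SD, n = 3; standard error of the log2 fold change 0.12, adjusted p = 1.46e-14, limma). The exception below 4-fold was Vv15s0021g02170, annotated as chalcone and stilbene synthase, with a mean of 0.474 FPKM over the 15 libraries, and it was named after its values were seen. With the same total in every library the median was 6.34.

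**Figure D2:**
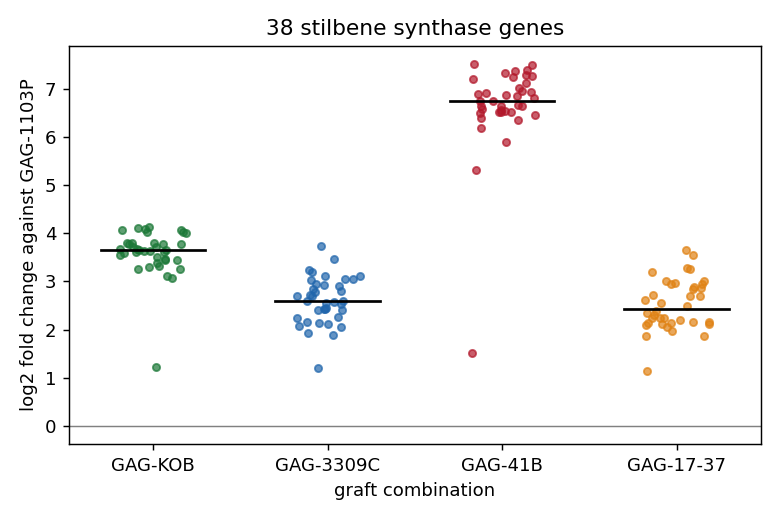
Log2 fold change against GAG-1103P (vertical axis) of the 38 stilbene synthase genes of Table S4 in the other 4 graft combinations, with a point for each gene and a line at the median. The medians are 3.65 in GAG-KOB, 2.59 in GAG-3309C, 6.74 in GAG-41B and 2.43 in GAG-17-37.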

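VvSTS16 (Vv16s0100g00920 in the deposited values, which shorten the prefix of the gene identifiers) had 3.30 ± 0.235 FPKM in GAG-1103P, 42.3 ± 2.65 in GAG-KOB, 20.3 ± 1.23 in GAG-3309C, 309.8 ± 1.36 in GAG-41B and 15.2 ± 0.799 in GAG-17-37 (mean ± SD, n = 3). Its increase in GAG-41B was a log2 fold change of 6.51 (standard error 0.07, adjusted p = 8.68e-16, limma), and it stayed between 6.46 and 6.56 with each library left out in turn. VvSTS48 (Vv16s0100g01200) had 6.19 ± 0.668 FPKM in GAG-1103P, 109 ± 1.64 in GAG-KOB, 57.7 ± 2.12 in GAG-3309C, 584 ± 16.6 in GAG-41B and 48.9 ± 3.07 in GAG-17-37, and its log2 fold change in GAG-41B was 6.54 (standard error 0.07, adjusted p = 8.68e-16, limma). The increases in the remaining combinations were smaller, with log2 fold changes of 3.64, 2.59 and 2.17 for VvSTS16 and 4.12, 3.20 and 2.96 for VvSTS48 in GAG-KOB, GAG-3309C and GAG-17-37. For both genes the 3 libraries of each of these combinations lay above the 3 of GAG-1103P. By chance, 3 libraries and 3 others are without overlap, in either direction, in 10% of genes.

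**Figure D3:**
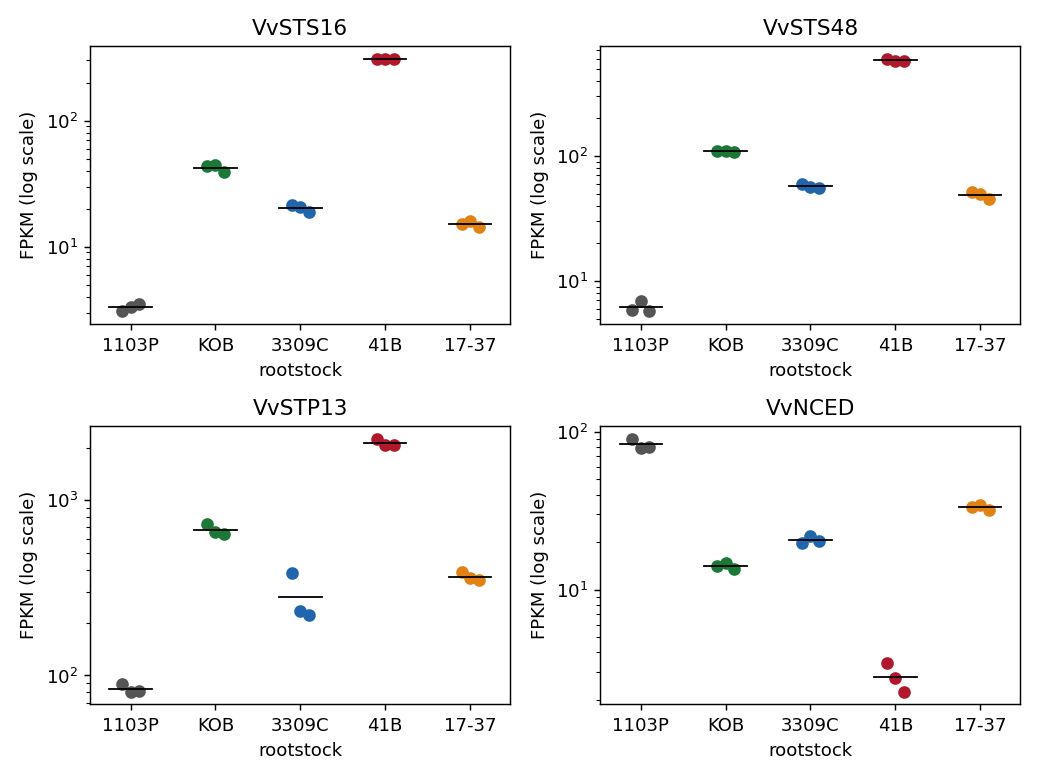
FPKM on a logarithmic axis of VvSTS16, VvSTS48, VvSTP13 and VvNCED in each of the 15 libraries, grouped by graft combination, with a point for each replicate and a line at the mean. VvSTS16 and VvSTS48 are highest in GAG-41B, at 309.8 and 584 FPKM, where VvNCED is lowest at 2.80 FPKM.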

We selected two stilbene synthases (*VvSTS16*-VIT_16s0100g00920 and *VvSTS48*-VIT_16s0100g01200), members of two different sub-groups of *STS* (Vannozzi et al., 2012), with different transcription induction in response to stresses. *VvSTS48* is a gene induced in particular after downy mildew infection, while *VvSTS16* is activated in response to UV-C stress (Vannozzi et al., 2012). We extended the qRT-PCR analyses to all graft combinations. In addition, to validate the RNA-seq data (Supplementary Figure S3), we observed a strong activation of *VvSTS16* and *VvSTS48* in “Gaglioppo” grafted onto 41 B Mgt and Rupestris du Lot. Conversely, 1103 Paulsen and 140 Ruggeri induced transcription levels up to 100 times lower in comparison to GAG-41B (Figure 4). In addition, GAG-420A, GAG-779P and GAG-SO4 also showed high levels of *VvSTS48* in leaves. A possible explanation for this marked activation of stilbene-related genes could be that an active photosynthetic process is usually coupled with active growth of the plant (Corso et al., 2015), whereas in this case, interestingly, despite the up-regulation of photosynthesis—related genes (Supplementary Figure S2B), GAG-41B showed very low productivity and vigor, as already discussed (Table 1). 

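Among the photosynthesis-related genes, the largest increase in GAG-41B was that of the light-harvesting gene LHCII type I CAB-1 (Vv19s0014g00160), which had 2.33 ± 0.446 FPKM in GAG-1103P and 27.9 ± 3.47 in GAG-41B (mean ± SD, n = 3), a log2 fold change of 3.54 (standard error 0.20, adjusted p = 3.82e-09, limma). The gene also stood at 9.04 ± 1.84 FPKM in GAG-KOB, 2.44 ± 0.177 in GAG-3309C and 3.43 ± 0.853 in GAG-17-37. In the other direction, psbZ of photosystem II (Vv12s0059g01810) fell from 89.1 ± 8.08 FPKM in GAG-1103P to 12.3 ± 1.22 in GAG-41B (log2 fold change -2.84, standard error 0.12, adjusted p = 1.43e-10, limma).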

Taking into account that imbalance between light capture and its utilization can result in the production of ROS responsible for the oxidative damage of cellular components (Apel and Hirt, 2004; Kar, 2011), we hypothesize that this imbalance could induce the 41 B Mgt rootstock to up-regulate stilbene-related genes that, with their ROS-scavenging activity, can protect the plant from oxidative damage. Moreover, this indication could be corroborated by the fact that resveratrol is induced by reactive oxygen species such as H_2_O_2_ (Wang J. F. et al., 2015). In addition to *STSs*, other genes involved in the prevention of oxidative stress, such as peroxidases and glutathione S-transferases, were up regulated in particular in GAG-41B (Cluster 1, Supplementary Table S4).

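Peroxidases and glutathione S-transferases account for 19 genes of Table S4, 15 in Cluster 1. In GAG-41B, 15 of the 19 were higher than in GAG-1103P by limma, 14 at least 4-fold, and the median log2 fold change was 2.29, with the same number adjusted over the list alone. The genes lower in GAG-41B, named after their values were seen, were the glutathione S-transferases Vv06s0004g05680, Vv19s0093g00310 and Vv12s0035g02100, with log2 fold changes of -2.52, -2.51 and -2.68. In GAG-KOB 16 genes were higher than in GAG-1103P, and in GAG-3309C and GAG-17-37 15 each, with lower medians (1.26 in GAG-3309C and 1.07 in GAG-17-37). Compared directly, 12 genes were higher in GAG-41B than in GAG-KOB, 11 than in GAG-3309C and 13 than in GAG-17-37. Lower were 4, 5 and 5 genes, and the median log2 fold changes were 0.66, 0.80 and 1.05. The largest increase was that of glutathione S-transferase 25 (Vv08s0040g00920), from 0.627 ± 0.136 to 23.0 ± 3.94 FPKM (mean ± SD, n = 3), a log2 fold change of 4.99 (standard error 0.16, adjusted p = 1.47e-11, limma).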

**Figure 4:**
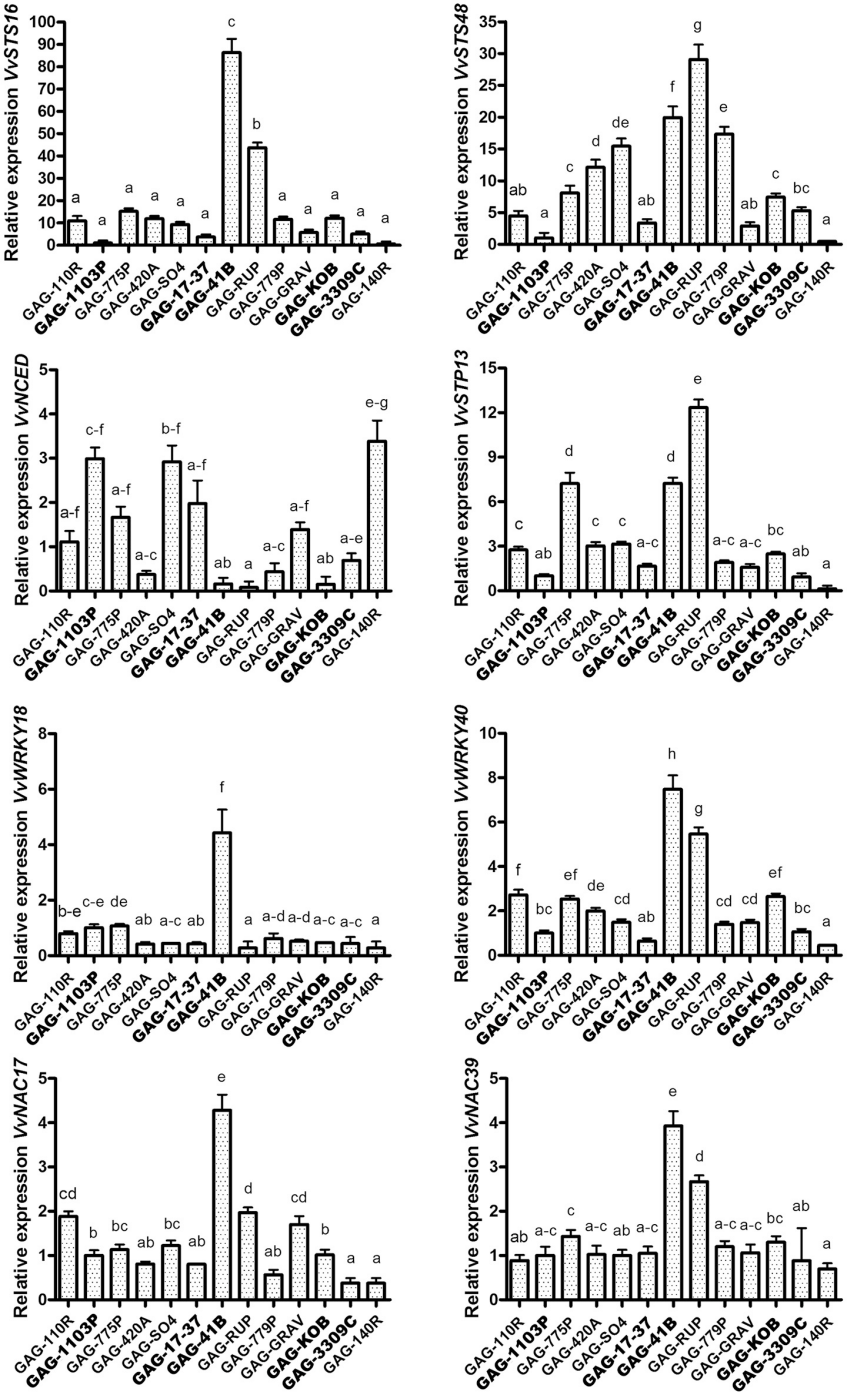
**Validation of the RNA sequencing results**. Relative expression levels obtained by RT-qPCR analysis of the *VvSTS16* (VIT_16s0100g00920), *VvSTS48* (VIT_16s0100g01200), *VvNCED* (VIT_02s0087g00930), *VvSTP13* (VIT_05s0020g03140), *VvWRKY18* (VIT_04s0008g05760), *VvWRKY40* (VIT_09s0018g00240), *VvNAC17* (VIT_19s0014g03290) and *VvNAC39* (VIT_07s0031g02610) genes tested in the 13 graft combinations. Lower case letters above bars denote significant differences by Tukey's HSD-test (*P* < 0.05). Data are expressed as mean ± SE (*n* = 3). The combinations chosen for RNA-seq analyses are indicated in bold font.

The high level of *STS* transcription reported above in some graft combinations (Figure 4) suggested an increase in stilbene metabolite synthesis and accumulation in leaves. The quantification of resveratrol, viniferin, and piceid contents in leaves was performed in all 13 graft combinations available. *Trans*–resveratrol (*trans*-3,5,4′,-trihydroxy-*trans*-stilbene), its glucoside precursor *trans*-piceid (resveratrol-3-β-mono-D-glucoside) and the resveratrol dehydrodimer ε-viniferin were chosen since are low molecular weight phenolic compounds that act as antifungal or as phytoalexins common in grape (Bavaresco and Fregoni, 2001; Vincenzi et al., 2013). *Trans*-piceid was detectable in all samples, with a higher accumulation in GAG-420A and GAG-SO4 (Figure 5A). This last graft combination also showed a higher content of *trans*-resveratrol, together with GAG-3309C and, in general, *trans*-resveratrol showed a very similar trend of accumulation to *trans*-piceid (Figure 5B). Interestingly, not all the graft combinations produced a detectable level of viniferin, a more toxic derivative of *trans*-resveratrol (Figure 5C). This stilbenoid oligomer was detected only in GAG-110R, GAG-420A, and GAG-SO4.

**Figure 5:**
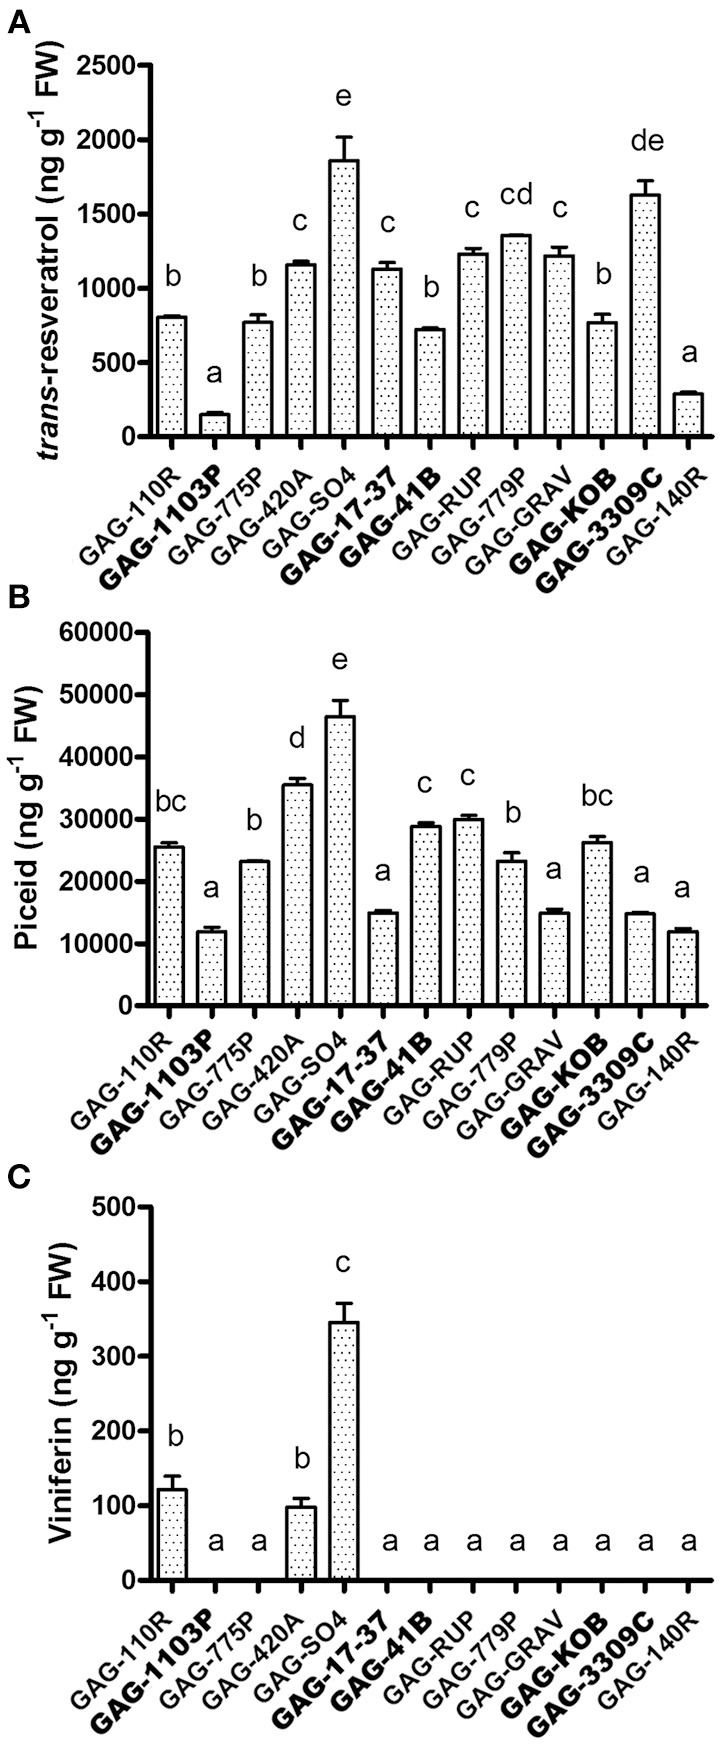
**Analysis of stilbenic compounds in scion leaves of 13 graft combinations**. Quantification of *trans*-resveratrol **(A)**, piceid **(B)** and viniferin **(C)** assessed in the scion leaves. Lower case letters above bars denote significant differences by Tukey's HSD-test (*P* < 0.05). Data are expressed as mean ± SD (*n* = 3). The combinations chosen for RNA-seq analyses are indicated in bold font.

#### ABA metabolism

It is well-known that ABA is involved in many plant-stress responses, and although this hormone has been extensively studied in terms of its function in plant drought tolerance, it plays a crucial role also in response to biotic stresses (Cao et al., 2011; Spence and Bais, 2015). ABA modulates the defense against the pathogen through different ways, e.g., interfering with other hormones such as salicylic acid or with ROS accumulation (Asselbergh et al., 2008).

Our transcriptomic results showed an interesting up-regulation of ABA metabolism—related genes peculiar of GAG-1103P. 

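The ABA-related gene with the largest difference was VvNCED (Vv02s0087g00930, 9-cis-epoxycarotenoid dioxygenase), which had 83.2 ± 6.17 FPKM in GAG-1103P, 20.7 ± 1.16 in GAG-3309C, 2.80 ± 0.581 in GAG-41B and 33.2 ± 1.05 in GAG-17-37 (mean ± SD, n = 3), with 14.1, 14.7 and 13.4 FPKM in the 3 GAG-KOB libraries. Against the mean of the other 4 combinations its log2 fold change in GAG-1103P was 2.68 (standard error 0.09, adjusted p = 5.13e-11, limma), between 2.62 and 2.72 with each library left out in turn. Each comparison of a single combination with GAG-1103P was also past the threshold, among them with log2 fold changes of -2.56 in GAG-KOB, -4.86 in GAG-41B and -1.32 in GAG-17-37. Over the 22 ABA-related genes of Table S4, 10 were higher and 11 lower in GAG-1103P than in the mean of the others (limma), and the median log2 fold change was 0.04.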

In order to gain information at the metabolite level and to investigate further the rootstock/scion interaction, we performed the quantification of the foliar ABA content in all 13 available graft combinations (Figure 6). Higher ABA levels were measured in GAG-140R and GAG-1103P, confirming what emerged from the RNA sequencing data, whereas the combinations GAG-SO4, GAG-420A, GAG-RUP, GAG-3309C, GAG-110R, and GAG-41B showed a lower foliar ABA content. These results show how the rootstocks induced different ABA level fluctuations in the scion “Gaglioppo.” In addition, we monitored the leaf expression levels of a gene involved in ABA biosynthesis, i.e., 9-cis-epoxycarotenoid dioxygenase (*VvNCED*, VIT_02s0087g00930; Figure 4). The *VvNCED* transcript showed a similar trend in respect to the metabolite level, with the exception of some combinations, in particular GAG-SO4. The importance of ABA in root-to-shoot signaling and in the stomatal regulation is well-established (Heilmeier et al., 2007; Lovisolo et al., 2008; Tombesi et al., 2015), and it is well-known that the leaf hormone level is determined not only by biosynthesis but also by ABA transported from the root (Zhang et al., 1987; Lovisolo et al., 2016). This could explain the discrepancies between *VvNCED* expression and the ABA level in some combinations and underlines the importance of the rootstock influence. Very recent studies have added a further level of complexity to ABA signaling in plants, showing that leaf biosynthesized ABA is transported via phloem to the roots where it controls root architecture and growth by competing with IAA metabolism (Manzi et al., 2015; McAdam et al., 2016). Since we found different *VvNCED* expression levels in the scion “Gaglioppo,” depending on the graft combination, we can suggest that the rootstock controls leaf ABA levels, not only by providing ABA from the roots via the xylem, but also by directly affecting ABA biosynthesis in the leaf that can be translocated via the phloem to the roots.

**Figure 6:**
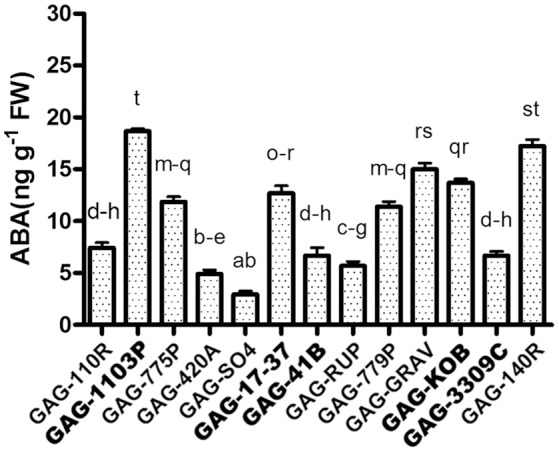
**Analysis of endogenous ABA levels**. Measurement of the leaves active ABA content in the 13 graft combinations. Lower case letters above bars denote significant differences attested by Tukey's HSD-test (*P* < 0.05). Data are expressed as mean ± SE (*n* = 3). The combinations chosen for RNA-seq analyses are indicated in bold font.

#### Carbohydrate metabolism

In terms of carbohydrate metabolism, sugars involved in priming plant defense responses against fungal pathogens have been reported for both mono- and dicotyledons. Gòmez-Ariza et al. (2007) demonstrated the sucrose-mediated responsiveness of defense-related genes in rice and a subsequent improved resistance to *Magnaporthe oryzae* infection. Similarly, Lemonnier et al. (2014) demonstrated in *Arabidopsis* the key role of sugar transporter 13 (STP13) in intracellular glucose uptake. Here, a high constitutive level of STP13 led to an enhanced capacity to absorb glucose and to increase the basal resistance to *Botrytis cinerea* by limiting disease severity. Interestingly, *VvSTP13*, the ortholog of the *Arabidopsis* sugar transporter protein AtSTP13, was strongly up-regulated, particularly in GAG-41B leaves (Supplementary Table S4). In addition, qRT-PCR analysis of *VvSTP13* performed on all 13 graft combinations reported an up-regulation also in GAG-775P and GAG-RUP, whilst GAG-1103P, GAG-3309C, and GAG-140R showed significantly lower activation (Figure 4).

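VvSTP13 (Vv05s0020g03140) had 84.0 ± 4.67 FPKM in GAG-1103P, 679 ± 45.4 in GAG-KOB, 279.7 ± 90.4 in GAG-3309C, 2129 ± 102 in GAG-41B and 366 ± 21.6 in GAG-17-37 (mean ± SD, n = 3). Compared with GAG-1103P the increase in GAG-41B was a log2 fold change of 4.66 (standard error 0.16, adjusted p = 2.04e-11, limma), and it stayed between 4.62 and 4.71 with each library left out in turn. The log2 fold changes in GAG-KOB, GAG-17-37 and GAG-3309C were 3.01, 2.12 and 1.69. In GAG-3309C the replicates were spread more than in the other combinations, with 384, 234 and 221 FPKM in replicates A, B and C, and the log2 fold change moved between 1.44 and 1.84 with each library left out in turn.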

#### Stress-responsive transcripts

A large number of disease resistance protein genes belonging to the nucleotide-binding domain/leucine-rich repeat (NBS-LRR) class and several pathogenesis-related proteins (PRPs) were found to be up-regulated, particularly in GAG-41B, and down-regulated in GAG-1103P (Supplementary Table S4, Figure 3C). 

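Of the 82 genes of Table S4 annotated as NBS or disease resistance proteins, 64 belong to Cluster 1 and 18 to Cluster 2. Compared with GAG-1103P, 64 were higher and 17 lower in GAG-41B by limma, and 56 of the increases were at least 4-fold (median log2 fold change 2.25). The remaining gene, RPS2 (Vv19s0027g01690), named after its values were seen, was not called (log2 fold change -2.03, adjusted p = 0.102, limma). Adjusted over the list alone the numbers were again 64 and 17. In GAG-KOB 56 were higher and 11 lower, while 44 were higher in GAG-3309C and 44 in GAG-17-37, not necessarily the same genes. Against the mean of the other 4 combinations, 62 of the 82 were lower and 15 higher in GAG-1103P. The NBS-LRR gene Vv01s0011g00990 rose most in GAG-41B, from 0.215 ± 0.0859 to 9.76 ± 0.311 FPKM (mean ± SD, n = 3), a log2 fold change of 5.01 (standard error 0.20, adjusted p = 1.05e-10, limma). Such genes form families of similar copies that could share reads, and the median of their means was 2.30 FPKM, so that single values are uncertain. Of the 20 pathogenesis-related genes, 18 were higher in GAG-41B (median 2.33), 18 in GAG-KOB (2.11), 17 in GAG-3309C (2.58) and 17 in GAG-17-37 (1.88). The genes lower in GAG-41B were the thaumatins Vv04s0023g03550 and Vv04s0023g03540 (log2 fold changes -2.23 and -2.82), named after their values were seen. Another thaumatin, Vv02s0025g04230, had the largest increase of this family in GAG-41B, from 1.55 ± 0.371 to 116 ± 4.90 FPKM (log2 fold change 6.15, standard error 0.14, adjusted p = 5.06e-13, limma).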

NBS-LRR genes have been largely studied and characterized in *Arabidopsis* as immune receptors against pathogens, and their importance in the innate immune system in plants (Chae et al., 2016) has posed new questions regarding the role(s) of the grapevine rootstock in how the scion perceives molecules released by pathogens; this requires further studies. Taken together, these results suggest the presence of pathogen-responsive priming genes mediated by sugar signaling, as previously reported in rice and tobacco (Murillo et al., 2003; Gòmez-Ariza et al., 2007). In addition, looking at the lipid metabolism category, several lipase and lipoxygenase isoform (*LOXs*) transcripts were more highly expressed in Cluster 1 (Supplementary Table S4). 

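The lipoxygenases and lipases of Table S4 (without phospholipases) are 25 genes, 18 in Cluster 1 and 7 in Cluster 2. In GAG-41B 18 were higher and 7 lower than in GAG-1103P by limma, with 16 of the increases at least 4-fold and a median log2 fold change of 2.62, and the same numbers were found when adjusted over the list alone. The genes higher than in GAG-1103P were 17 in GAG-KOB, 14 in GAG-3309C and 13 in GAG-17-37. A class 3 lipase (Vv07s0141g00360) rose most in GAG-41B, from 0.597 ± 0.0807 to 27.8 ± 1.45 FPKM (mean ± SD, n = 3), a log2 fold change of 5.33 (standard error 0.13, adjusted p = 8.09e-13, limma).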

*LOX* isoforms encode enzymes that participate in the synthesis of jasmonic acid and have been widely associated with responses to biotic and abiotic factors, suggesting their involvement in priming defense mechanisms (Cervantes-Gámez et al., 2016; Chitarra et al., 2016). In the transcription factor activity regulation category, 27 *VvWRKY* genes were found to be significantly activated in Cluster 1, while only one was activated in Cluster 2 (Supplementary Table S4, Figure 3C). 

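Table S4 holds 28 genes with WRKY in their annotation, and 27 of them were higher in GAG-41B than in GAG-1103P by limma, 26 at least 4-fold, with a median log2 fold change of 3.33. The remaining gene, WRKY 21 of Cluster 2 (Vv02s0154g00210), fell by 2.07 on the log2 scale and was named after its values were seen. The numbers of 27 higher and 1 lower were the same when adjusted over the list alone and under each scaling. In GAG-KOB 26 WRKY genes were higher than in GAG-1103P (9 at least 4-fold), in GAG-3309C 21 and in GAG-17-37 23. The largest change was found for the gene annotated as WRKY 55 (Vv13s0067g03130), with 0.780 ± 0.311 FPKM in GAG-1103P and 45.3 ± 5.76 in GAG-41B (mean ± SD, n = 3), a log2 fold change of 5.75 (standard error 0.27, adjusted p = 5.73e-10, limma).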

WRKY proteins are transcription factors that have been found to be involved in the control of a broad range of physiological processes and responses to biotic and abiotic stresses (Wang M. et al., 2015) and are organized in a large superfamily (59 genes) in *V. vinifera* (Wang et al., 2014). 

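VvWRKY18 (Vv04s0008g05760) had 253 ± 9.89 FPKM in GAG-1103P, 349.8 ± 10.7 in GAG-KOB, 257 ± 12.9 in GAG-3309C, 2043 ± 46.6 in GAG-41B and 250.2 ± 10.1 in GAG-17-37 (mean ± SD, n = 3). Its log2 fold change in GAG-41B was 3.01 (standard error 0.05, adjusted p = 2.74e-14, limma), compared with 0.47 in GAG-KOB. No difference from GAG-1103P was detected in GAG-3309C (log2 fold change 0.02, adjusted p = 0.785, limma) or in GAG-17-37 (-0.02, adjusted p = 0.832). VvWRKY40 (Vv09s0018g00240) had 139 ± 10.0 FPKM in GAG-1103P, 486 ± 30.3 in GAG-KOB, 309 ± 22.9 in GAG-3309C, 1807 ± 118 in GAG-41B and 199 ± 16.0 in GAG-17-37. It was higher than in GAG-1103P in every combination, with log2 fold changes of 3.70 in GAG-41B (standard error 0.08, adjusted p = 3.90e-13, limma), 1.81 in GAG-KOB, 1.15 in GAG-3309C and 0.51 in GAG-17-37.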

In our transcriptomic data, we found that about 50% of the confirmed *VvWRKY* genes in grapevine were activated, particularly *VvWRKY18* (VIT_04s0008g05760) and *VvWRKY40* (VIT_09s0018g00240) which were selected for RT-qPCR experiments involving all graft combinations (Figure 4). High expression of *VvWRKY18* was found only in GAG-41B; *VvWRKY40* was strongly expressed in GAG-41B and GAG-RUP, whereas it was repressed mainly in GAG-140R with regulation similar to that of *VvSTS16* (Figure 4). These genes belong to Group II-a of the phylogenetic tree of WRKY domains in both grapevine and *Arabidopsis* and are associated with abiotic and biotic stresses, probably in controlling basal defense responses (Wang et al., 2014). Although in the last decade considerable effort has been made in functional studies of WRKYs in physiological and plant defense processes, further studies are needed to clarify these mechanisms in the complex rootstock/scion interaction. 

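The NAC network of Table S4 comprises 19 genes, 17 in Cluster 1 and 2 in Cluster 2. In GAG-41B the 17 were higher and the 2 lower than in GAG-1103P by limma, also when adjusted over the list alone, with 15 of the increases at least 4-fold and a median log2 fold change of 2.28 over the 19. The 2 genes of Cluster 2, NAC 22 (Vv19s0027g00230, log2 fold change -2.64) and NAC 71 (Vv02s0012g01040, -2.01), were named after their values were seen. In GAG-KOB 16 NAC genes were higher than in GAG-1103P, and 12 each in GAG-3309C and GAG-17-37. The largest increase in GAG-41B was that of NAC 90 (Vv08s0007g02940), from 0.204 ± 0.158 to 19.5 ± 1.92 FPKM (mean ± SD, n = 3), a log2 fold change of 6.13 (standard error 0.43, adjusted p = 3.44e-08, limma). VvNAC17 (Vv19s0014g03290) had 418 ± 14.3 FPKM in GAG-1103P, 569.6 ± 17.4 in GAG-KOB, 342 ± 6.03 in GAG-3309C, 1690.1 ± 24.2 in GAG-41B and 518 ± 12.0 in GAG-17-37, with a log2 fold change of 2.02 in GAG-41B (standard error 0.04, adjusted p = 1.66e-13, limma) and a small decrease in GAG-3309C (-0.29, adjusted p = 9.13e-05). VvNAC39 (Vv07s0031g02610) had 640.1 ± 26.1 FPKM in GAG-1103P, 798 ± 15.5 in GAG-KOB, 774 ± 41.1 in GAG-3309C, 2584 ± 116 in GAG-41B and 751 ± 25.8 in GAG-17-37, and its log2 fold change in GAG-41B was 2.01 (standard error 0.05, adjusted p = 2.07e-12, limma).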

*VvNAC* genes, another transcription factor family playing an important role in the response to stresses, were found to be significantly activated in Cluster 1 (17 genes up-regulated, in particular in GAG-41B Supplementary Table S4, Figure 3C). Overexpression of *NAC* improves pathogen tolerance in transgenic *Arabidopsis* (Puranik et al., 2012) and in our experiments we observed a strong up-regulation of *VvNAC17*—VIT_19s0014g03290 and *VvNAC39*—VIT_07s0031g02610 (Wang et al., 2013) in GAG-41B and partially in GAG-RUP (Figure 4).

### Could constitutive stilbenoid and ABA compounds trigger plant immunity responses? a preliminary indication

It is well-known how *Plasmopara viticola* and fungal infections in general induce the accumulation of stilbenes as a defense reaction, since these phytoalexins are biologically active compounds with antifungal activities (Jeandet et al., 2002; Chalal et al., 2014). Viniferin is highly toxic and can be considered an important marker for grapevine resistance to downy mildew (Pezet et al., 2004), but very little information is available on the role of constitutive stilbenoids (Duan et al., 2015).

The results discussed above suggest a rootstock-dependent involvement of biotic stress responses. We wondered if this scenario and in particular the constitutive presence of stilbenoid and ABA compounds could influence *P. viticola* infection. For this purpose, leaf disks from “Gaglioppo” grafted onto different rootstocks were subjected to *P. viticola in vitro* infection (Figure 7A). Leaf disks were rated as resistant (disease index: 0–10%), moderately susceptible (11 to 30%), and susceptible (>30%). GAG-KOB, GAG-RUP, GAG-SO4, GAG-420A, and GAG-110R leaf disks were resistant to downy mildew and remained fresh and green during the evaluation period, suggesting in three of five combinations that the constitutive presence of viniferin (Figure 5C) could help counteract this pathogen (Figure 7A). The most susceptible combination was GAG-1103P, characterized by low levels of all tested stilbenoids, by the down-regulation of several transcripts involved in defense responses (Cluster 1, Supplementary Table S4) and by higher ABA content at the transcript and metabolite level, while the remaining samples were rated as moderately susceptible. Besides the role of viniferin, a negative correlation between the amount of *trans*-resveratrol and *trans*-piceid and the disease index of all samples was observed (Figure 7B), suggesting that graft combinations with a high level of *trans*-resveratrol and its storage form *trans*-piceid could be more prepared to respond to pathogen attack. While an inverse relationship between preformed flavonoids and the susceptibility of grapevines to downy mildew has been demonstrated (Agati et al., 2008; Latouche et al., 2013), in this work, we suggest a similar role for the preformed non-oxidized form of stilbenes. Resveratrol and its glycosylated form *trans*-piceid are produced in susceptible grapevines as response to infection of downy mildew (Pezet et al., 2004; Houillé et al., 2015), with limited antifungal activity when the infection is in progress. Our results suggest how these compounds, probably in association with other defense responses, could play an important role if present in a constitutive form before infection, likely because, as suggested by Pool et al. (1981), the availability and the speed of resveratrol synthesis are positively correlated with the resistance of grapevine varieties to fungal diseases. It is known moreover that pathogens can delay the expression of host genes belonging to the phenylpropanoid pathway during infection (Milcevicova et al., 2010), meaning that a primed state of expression of those genes can help the plant to be more ready to the pathogen attack. Similar indications come from a transcriptomic study on “Gala” apple scion grafted on different rootstocks, showing that differences in scion fire blight susceptibility were associated with high expression of phenylpropanoid and biotic and abiotic stress responses induced by specific rootstocks in uninfected trees (Jensen et al., 2012).

**Figure 7:**
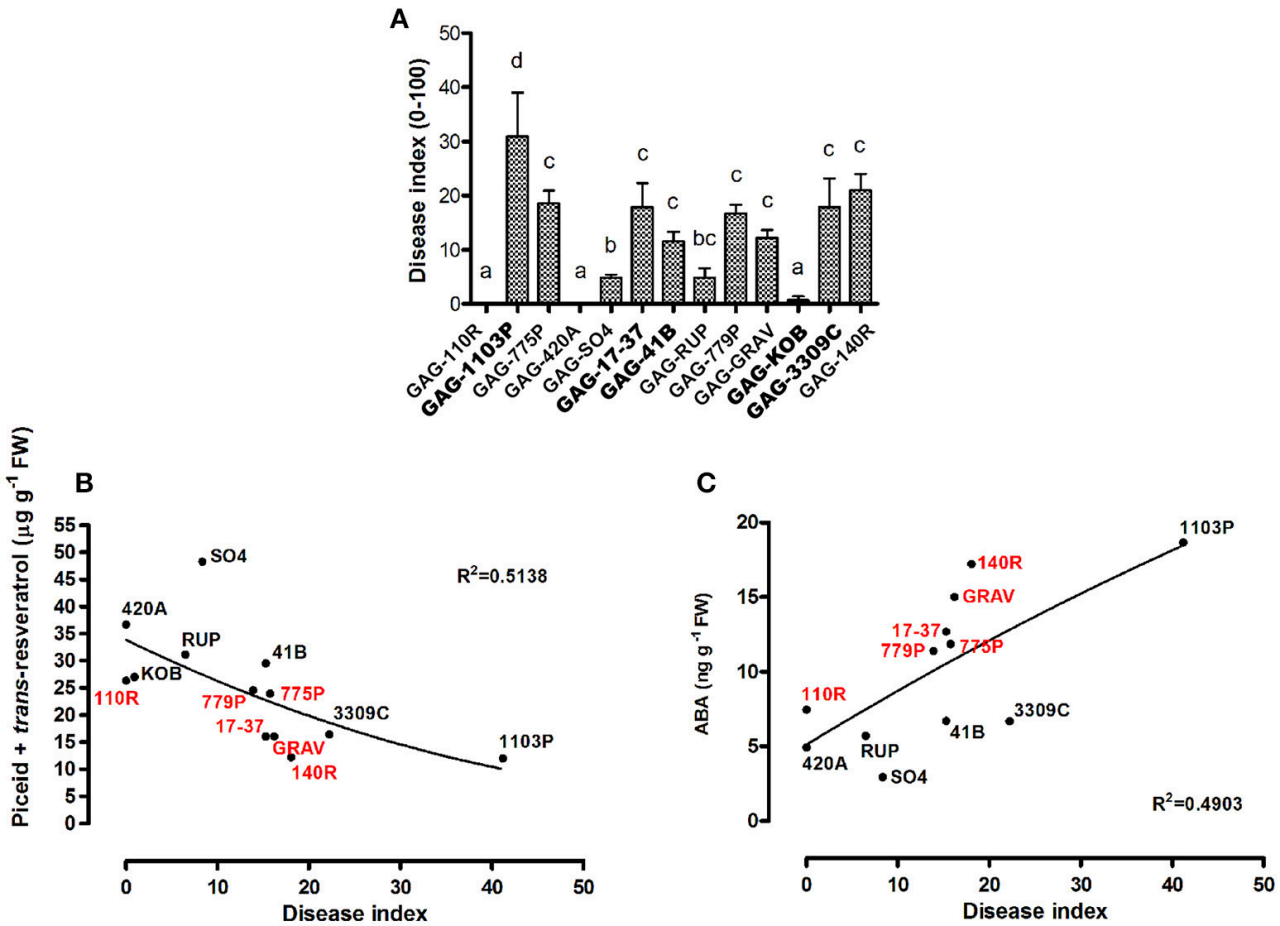
**Evaluation of disease resistance of scion leaves of 13 graft combinations against ***Plasmopara viticola*****. The Disease Index (DI) is expressed as the percentage of infected leaves. Lower case letters above bars denote significant differences by Tukey's HSD-test (*P* < 0.05). Data are expressed as mean ± SD (*n* = 3) **(A)**. The correlations between the disease index and the amount of piceid and trans-resveratrol (*p* < 0.05) **(B)** and between the disease index and the ABA content (*p* < 0.05) **(C)** related to each graft combination are plotted. Red and black labels are used to underline how graft combinations group according to the negative **(B)** or positive **(C)** correlation. The combinations chosen for RNA-seq analyses are indicated in bold font.

On the contrary, an interesting positive correlation between ABA content and disease index was observed in 12 graft combinations out of 13 (Figure 7C). Several studies report a negative role of ABA in plant immunity (reported in Cao et al., 2011) and many specific examples have shown that elevated ABA content in plants is associated with increased susceptibility to various bacterial and fungal pathogens, while decreased ABA content resulted in increased resistance (Spence and Bais, 2015), as observed in our results.

These findings open new perspectives about the growth-defense trade-offs in grapevine also in term of appropriate rootstock selection for viticulturists. It is well-established that growth-defense trade-offs have important consequences in physiological and carbon allocation costs shifting a pool of energy reserves toward growth or defense machineries (Messina et al., 2002; Huot et al., 2014). In general, several studies showed that plants resist against biotic attack producing defense compounds as innate immune responses (e.g., tannins and/or activating phenylpropanoid pathways), often associated with reduced growth (Bandau et al., 2015; Decker et al., 2016) as observed here in GAG-41B graft combination.

To date, the molecular mechanisms involved in plant growth-defense trade-offs need to be elucidated, since studies focused mainly on hormone crosstalk (Huot et al., 2014). Only recently researchers posed more attention to the fine-tuning transcriptional processes behind this phenomenon. For example, Campos et al. (2016) through epistatic gene interactions demonstrated that *Arabidopsis* growth inhibition in response to a biotic factor is not caused only by allocation of photoassimilates toward defense but by activating a molecular network involving jasmonate signaling. Furthermore, it has been reported that *V. vinifera* cells grown *in vitro* respond to methyljasmonate with increase of phytoalexin production, piceid in particular (Krisa et al., 1999). Those results together suggest as jasmonate could play a key role in regulating the signal transduction toward growth or defense. Coherently, our results showed how the 41B rootstock induced higher levels of stilbenoid genes in the scion (Cluster 1; Supplementary Table S4), lower vigor (Table 1) and higher expression of jasmonate synthesis and signaling genes (Cluster 1; Supplementary Table S4), in respect to the other rootstocks considered in the RNA–seq analysis.

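The jasmonate genes of Table S4 (annotated with 12-oxophytodienoate reductase, allene oxide or jasmonate) are 14, all in Cluster 1. All 14 were higher in GAG-41B than in GAG-1103P by limma, also when adjusted over the list alone, 13 of them at least 4-fold, and the median log2 fold change was 3.45. GAG-41B was also compared directly with the other rootstocks. Higher in GAG-41B were 13 of the 14 genes against GAG-KOB (median 1.60), and all 14 against GAG-3309C (2.41) and GAG-17-37 (2.05). With the same total in every library these numbers were 13, 13 and 12. The gene of a jasmonate ZIM domain-containing protein (Vv10s0003g03800) rose most, from 0.604 ± 0.621 FPKM in GAG-1103P to 93.1 ± 5.18 in GAG-41B (mean ± SD, n = 3), a log2 fold change of 7.39 (standard error 0.46, adjusted p = 1.11e-08, limma). In the other combinations this gene had 3.85 ± 1.14 FPKM (GAG-KOB), 2.52 ± 0.923 FPKM (GAG-3309C) and 0.900 ± 0.163 FPKM (GAG-17-37), and its GAG-1103P value rested largely on replicate C, with 0.245, 0.247 and 1.32 FPKM in replicates A, B and C.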

In summary, our study showed a transcriptional picture that could elucidate how several rootstocks drive the fitness costs, associated with constitutive defense, modulating stress related genes in scion leaves as well as other transcripts not directly related to the phenotype. Growers for decades selected grapevine rootstocks to achieve an enhanced primed state against biotic or abiotic factors, regulating their growth-defense trade-offs to optimize plant fitness in response to a particular environment.

## Conclusions

It is well-known that different rootstocks confer different yield and phenological features to the grapevine scion; however, the results obtained in this work further improve our knowledge of the molecular and metabolic changes involved in this interaction. 

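Only GAG-41B and GAG-1103P were each set against the mean of the other 4 combinations in the same limma fit. At least 4-fold different were 1746 genes in GAG-41B (1112 higher and 634 lower) and 717 in GAG-1103P (120 higher and 597 lower). With the same total in every library the numbers for GAG-41B were 753 higher and 1057 lower. With 1 added to each FPKM value the total was 998 for GAG-41B and 332 for GAG-1103P, and fold changes taken from mean FPKM values gave 1222 for GAG-1103P. The number of genes at least 4-fold different between GAG-41B and GAG-KOB was 938, and between GAG-41B and GAG-3309C it was 1845. GAG-KOB, GAG-3309C and GAG-17-37 were closer to each other, with 110 such genes between GAG-KOB and GAG-3309C, 118 between GAG-KOB and GAG-17-37 and 46 between GAG-3309C and GAG-17-37.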

Following the trade-offs fashion, GAG-41B emerged as a graft combination that responds in a very different way with respect to the others, in particular with respect to GAG-1103P, which showed the opposite behavior in terms of molecular responses; GAG-KOB, GAG-3309C, and GAG17-37 had responses similar to GAG-1103P, although less pronounced. The rootstock 41 B Mgt was able to induce a number of genes involved in early responses to biotic stresses (e.g., *VvPRs, VvNBS-LRRs, VvLOX*s, *VvNACs, VvWRKYs*), with particularly high activation of secondary metabolism genes (*VvSTSs*). For these reasons, “Gaglioppo” grafted onto rootstock 41 B Mgt appears to be constitutively more prepared to respond to pathogen attack, although it is less productive and vigorous, whereas 1103 Paulsen seems to not induce scion responses against biotic stresses. An indication in this direction also emerged from the leaf disk assay regarding *in vitro* infection with *P. viticola*, where GAG-41B was rated as moderately susceptible and GAG-1103P was very sensitive to *Plasmopara* attack.

More in general our results give a first indication about the relationship among constitutive stilbenoids and ABA levels and disease susceptibility to a fungal pathogen. Interestingly stilbenoids and ABA showed an opposite trend in respect to the disease susceptibility, identifying the susceptible graft combination as the one with less stilbenoids and higher ABA level. These results should be further verified under different environmental conditions, at different developmental stages and using other cultivars as scion, in order to further assess the mechanisms of the complex rootstock/scion interaction. The results obtained in the present study, although representing only one time point of the grapevine season, provide an overall picture of the genetic and metabolic modulation inducted by several rootstocks in grapevine. These findings may facilitate the selection of appropriate graft combinations in the field, depending on the environment conditions, and help to identify candidate genes for further functional studies or for cis-genic and genome editing purposes.

## Author contributions

WC and IP performed most of the molecular analysis, analyzed the data and wrote the manuscript; CA and AM performed and elaborated RNA-seq data; PB collaborated to the molecular analysis; DS elaborated agronomical data; GGi performed the pathogenicity test; IS performed the HPLC-MS/MS analysis; MG, FM, and MD critically revised the manuscript; GGa designed the experiments, contributed to data analysis and to the writing; all authors read and approved the manuscript.

## Funding

This research was funded by Regione Calabria in the framework of PSR 2007–2013, Misura 124. IP was financed by the Italian Ministry of University and Research, FIR project RBFR13GHC5: “The Epigenomic Plasticity of Grapevine in Genotype per Environment Interactions.”

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer JG and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

# Supplementary material for: Grapevine Grafting: Scion Transcript Profiling and Defense-Related Metabolites Induced by Rootstocks
**Source:** Front Plant Sci. 2017 Apr 27;8:654. doi: 10.3389/fpls.2017.00654
**Supplement:** Supplementary file 1

**Supplemental Table S1.** Sequencing and mapping statistics.

Summary of the sequencing statistics for each sample and the final number of mapping reads after quality filtering.

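Table S1 lists each library with its mean fragment size, its GC content, the number of fragments sequenced, the number of reads mapped to the reference and the mapped percentage. Summed over the 15 libraries the sequenced fragments are 499543968, between 24768137 (GAG-17-37 replicate C) and 39488809 (GAG-KOB replicate B) per library. The mapped percentages of the table lie between 86.6 and 89.0, with a mean of 88.0.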

| name           | average fragment size | GC content | Sequenced Fragments | Mapped Reads | Mapped Percentage |
|----------------|-----------------------|------------|---------------------|--------------|-------------------|
| GAG-KOB_RepA   | 328                   | 45         | 32023234            | 27868098     | 88.10%            |
| GAG-KOB_RepB   | 319                   | 45         | 39488809            | 34421981     | 88.20%            |
| GAG-KOB_RepC   | 324                   | 45         | 33805934            | 29591660     | 88.40%            |
| GAG-1103P_RepA | 323                   | 45         | 33256161            | 29173498     | 88.80%            |
| GAG-1103P_RepB | 318                   | 45         | 34143985            | 30073626     | 89.00%            |
| GAG-1103P_RepC | 328                   | 45         | 32040476            | 28108278     | 88.60%            |
| GAG-3309C_RepA | 334                   | 45         | 30960999            | 26913130     | 87.80%            |
| GAG-3309C_RepB | 310                   | 45         | 34821896            | 30326138     | 87.90%            |
| GAG-3309C_RepC | 346                   | 45         | 34537492            | 30075617     | 88.20%            |
| GAG-41B_RepA   | 326                   | 45         | 33557356            | 29268872     | 88.10%            |
| GAG-41B_RepB   | 322                   | 45         | 35030877            | 29997600     | 86.60%            |
| GAG-41B_RepC   | 322                   | 45         | 34993160            | 30288847     | 87.50%            |
| GAG-17-37_RepA | 326                   | 45         | 32022511            | 27803701     | 87.70%            |
| GAG-17-37_RepB | 322                   | 45         | 34092941            | 29547153     | 87.50%            |
| GAG-17-37_RepC | 324                   | 45         | 24768137            | 21570817     | 87.90%            |

# Supplementary material for: Grapevine Grafting: Scion Transcript Profiling and Defense-Related Metabolites Induced by Rootstocks
**Source:** Front Plant Sci. 2017 Apr 27;8:654. doi: 10.3389/fpls.2017.00654
**Supplement:** Supplementary file 5

**Supplemental Table S5.** List of the oligonucleotides used for RT-qPCR analyses.

| Name                | Primer sequence (5'-3')   | Gene annotation                   | Gene ID           | Reference             |
|---------------------|---------------------------|-----------------------------------|-------------------|-----------------------|
| <i>VvACT_F</i>      | GCCCCTCGTCTGTGACAATG      | Actin                             | VIT_04s0044g00580 | Gambino et al. 2012   |
| <i>VvACT_R</i>      | CCTTGGCCGACCCACAATA       |                                   |                   |                       |
| <i>VvUBI_F</i>      | TCTGAGGCTTCGTGGTGGTA      | Ubiquitin                         | VIT_16s0098g01190 | Gambino et al. 2012   |
| <i>VvUBI_R</i>      | AGGCGTGCATAACATTTGCG      |                                   |                   |                       |
| <i>VvSTP13_F</i>    | GGGTACGGCAATGGATTCG       | Sugar transporter 13              | VIT_05s0020g03140 | This work             |
| <i>VvSTP13_R</i>    | CCCTCCCCATACACCACTAATCT   |                                   |                   |                       |
| <i>VvSTS16_F</i>    | CTTTTGACCCAATTGGAATCAAC   | Stilbene synthase 16              | VIT_16s0100g00920 | Vannozzi et al. 2012  |
| <i>VvSTS16/22_R</i> | TGACATGTTCCCATATTCACCTTAG |                                   |                   |                       |
| <i>VvSTS48_F</i>    | CTTGAAGGGGGAAAATGCT       | Stilbene synthase 48              | VIT_16s0100g01200 | Vannozzi et al. 2012  |
| <i>VvSTS48_R</i>    | TTACTGCATTGAAGGGTAAACC    |                                   |                   |                       |
| <i>VvWRKY18_F</i>   | GCTGCCACTCCTGCTTCAG       | WRKY 18                           | VIT_04s0008g05760 | This work             |
| <i>VvWRKY18_R</i>   | TTACTGTTGGGCGTGAGAGA      |                                   |                   |                       |
| <i>VvWRKY40_F</i>   | CAACCTACGAAGGCGAGCAT      | WRKY 40                           | VIT_09s0018g00240 | This work             |
| <i>VvWRKY40_R</i>   | GCACCTGATGTGGGCTCAAT      |                                   |                   |                       |
| <i>VvNAC17_F</i>    | GTCATCGTCGTCCCACCTC       | NAC domain containing protein     | VIT_19s0014g03290 | Pantaleo et al. 2016* |
| <i>VvNAC17_R</i>    | AAGAACCTGTCATCGATCTCC     |                                   |                   |                       |
| <i>VvNAC39_F</i>    | ACCCTTTTGCCTCTCAAGCA      | NAC domain containing protein     | VIT_07s0031g02610 | This work             |
| <i>VvNAC39_R</i>    | GTCCTGCCACGACGATGTTA      |                                   |                   |                       |
| <i>VvNCED_F</i>     | GCCCCAACCCCCAGTTC         | 9-cis-epoxycarotenoid dioxygenase | VIT_02s0087g00930 | Gambino et al. 2012   |
| <i>VvNCED_R</i>     | GCATGCCATCACCATCAAAG      |                                   |                   |                       |

\* **Pantaleo V, Vitali M, Boccacci P, Miozzi L, Cuozzo D, Chitarra W, Mannini F, Lovisolo C, Gambino G** (2016) Novel functional microRNAs from virus-free and infected *Vitis vinifera* plants under water stress. *Scientific Reports* **6**: 20167.

# Supplementary material for: Grapevine Grafting: Scion Transcript Profiling and Defense-Related Metabolites Induced by Rootstocks
**Source:** Front Plant Sci. 2017 Apr 27;8:654. doi: 10.3389/fpls.2017.00654
**Supplement:** Supplementary file 6

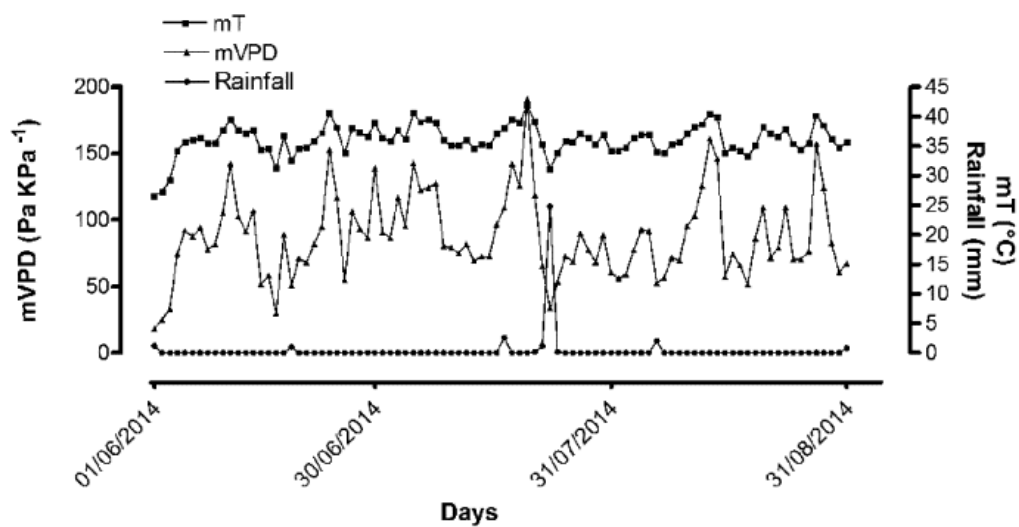

**Supplementary Fig. S1.**

Seasonal time course (2014) of maximum temperature (mT, square), midday vapor pressure deficit (mVPD, triangle), rainfall (circle).

# Supplementary material for: Grapevine Grafting: Scion Transcript Profiling and Defense-Related Metabolites Induced by Rootstocks
**Source:** Front Plant Sci. 2017 Apr 27;8:654. doi: 10.3389/fpls.2017.00654
**Supplement:** Supplementary file 7

(a) GAG-41B vs GAG-1103P

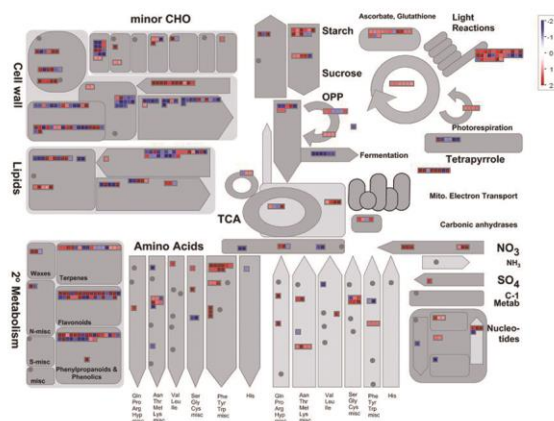

GAG-17-37 vs GAG-1103P

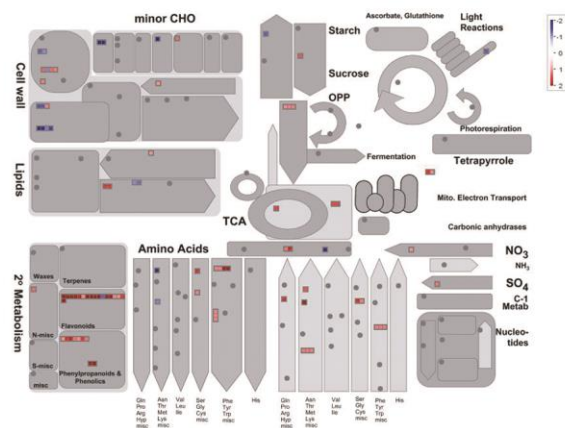

(b)

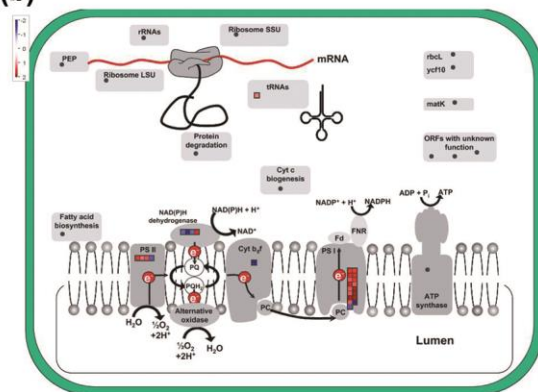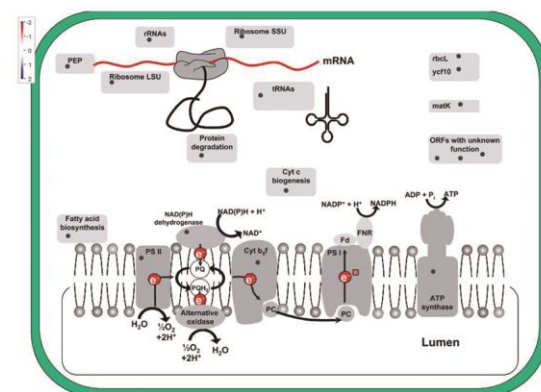

**Supplementary Fig. S2.** MapMan software was used to provide an overview of the effect of 41 B Mgt rootstock and 17-37 Mgt rootstock induced on the main metabolic pathways (a) and on the light-dependent reactions in the chloroplast (b). Log2 fold changes values referred to GAG-1103P are represented. Up-regulated and down-regulated transcripts are shown in red and blue, respectively.

# Supplementary material for: Grapevine Grafting: Scion Transcript Profiling and Defense-Related Metabolites Induced by Rootstocks
**Source:** Front Plant Sci. 2017 Apr 27;8:654. doi: 10.3389/fpls.2017.00654
**Supplement:** Supplementary file 8

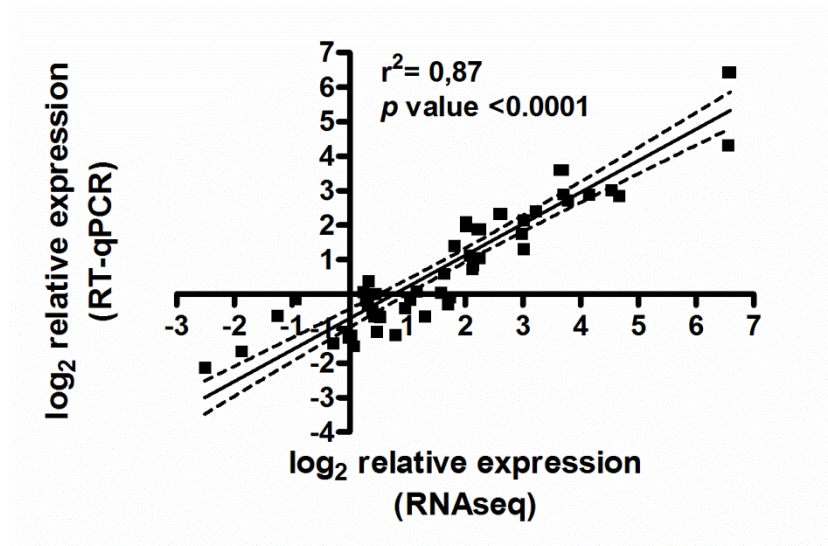

**Supplementary Fig. S3.** Correlation between  $\log_2$  relative expression values measured by RT-qPCR and RNA sequencing analyses (black line, with 95% confidence interval).

How the deposited data were processed for this re-analysis (not part of the article)

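RNA was taken from leaves of the grapevine cultivar “Gaglioppo” grafted onto 5 rootstocks, and the combinations are named GAG-1103P, GAG-KOB, GAG-3309C, GAG-41B and GAG-17-37 after them. Each combination had 3 libraries with the letters A, B and C, and each library came from a pool of 2 leaves from each of 3 plants. Combination and letter were taken from the sample labels, which use the names of the paper. The other graft combinations of the paper, the RT-qPCR, the stilbene and ABA measurements and the downy mildew assays were not analysed here.

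According to the methods of the paper, the authors filtered the single-end reads on quality, clipped adapters and aligned the reads to the PN40024 grapevine genome with TopHat running Bowtie2. From the alignments the authors calculated the deposited FPKM values with Cufflinks, using a geometric method of normalization between libraries, for 29970 annotated genes and for each library by itself. The deposited values hold no filter on low values. The read filtering, the alignment and the normalization could not be repeated from these values, which already include them. The authors name DESeq in the methods for the identification of DEGs and an FDR of 5% under Cufflinks, while the results give a smaller limit. Since read counts were not used here, the DESeq test was not repeated.

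The FPKM values were read as deposited, with 15 columns matched to libraries by their names and 0 columns left out. They were analyzed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3. Genes with a mean of at least 0.1 FPKM over the 15 libraries were tested, 21364 in all. A single linear model with a mean for each combination was fitted to all 15 libraries, followed by contrasts and empirical Bayes moderation with a trend of the variance on mean expression. All tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg over the genes tested in each comparison. DEGs had an adjusted p of 0.05 or less, and 4-fold DEGs also a log2 fold change of at least 2 in either direction. The combinations were compared with GAG-1103P, with each other, and, for GAG-41B and GAG-1103P, with the mean of the other 4. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for summaries and clustering, and matplotlib 3.10.9 for the plots. With 3 libraries against 3, a permutation test of a single gene cannot give a two-sided p under 0.1, so that gene-wise p-values are those of limma, which shares information on the spread across genes.

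A gene was counted as expressed at a mean of at least 0.1 FPKM over the 3 libraries of at least 1 combination. Clustering used the Pearson correlation distance between combination means of log2(FPKM + 0.1) over the genes of Table S4, with average linkage. Gene families were taken from the annotation or network columns of Table S4, both clusters together, by words such as stilbene synthase, WRKY, NBS or disease resistance, and abscisic or ABA. Family members were counted at an adjusted p of 0.05 or less over all genes tested and, separately, with the p-values adjusted over the list alone. The study chose these lists on the same libraries, so that the second number is not independent evidence.

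Genes are given by the identifiers of the deposited values. These match the VIT identifiers of Tables S3 and S4 after the prefix, and gene names and annotations were taken from Table S4 and the text of the paper. Of the identifiers, 0 matched the reference table of gene names at hand, of assembly ASM3070453v1, so that no coordinates are given. The copy of Table S2 at hand holds only its first part and 5 sheets of Table S3 are shortened, and neither was used for a test. The sheet of 157 common genes in Table S3 and the 2692 genes of Table S4 were complete.

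The genes named in the text follow a rule written before the data were examined, as were the comparisons with their fit and most alternatives. The rule takes every gene that the paper names with an identifier. It also takes the genes with the largest changes in each comparison with a mean of at least 1 FPKM and no overlap between the replicates, 3 in each direction for GAG-41B against GAG-1103P and 1 in each direction otherwise. From the genes common to all 4 comparisons it takes the 3 with the highest and the 3 with the lowest mean change, by the same limits from each family the member with the largest increase in GAG-41B (for the ABA genes, in GAG-1103P against the mean of the others), and from the photosynthesis genes also the one with the largest decrease. The rule names 37 genes. Values in Table S3, Table S4 and the first part of Table S2 had been seen when it was written. Any other gene is said to have been named after its values were seen.

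The FPKM values carry no counts, and the precision of a value was taken from the spread between the 3 replicates. Table S1 of the paper gives between 21570817 and 34421981 mapped reads per library, with a median of 29547153. Between 20321 and 20718 genes had at least 0.1 FPKM in a library. Among values of 0 to 2 FPKM in replicates B and C, 31.6 to 37.5% were shared exactly by several genes, as steps of whole reads would give, against 0.541 to 0.812% in replicates A. Whole reads were not recovered, because the worth of 1 read depends on the length of a gene and no lengths were used. For genes with zeros, the values of replicates B and C were divided by the relative worth of a read in each library, which was the most frequent ratio of low values to those of GAG-1103P replicate B, and expressed in steps of the smallest value, or of that value divided by 2 or 3, where all lay within 0.05 of whole steps.

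Whether the letters pair the libraries was checked by the correlation of the deviations from the combination means across genes. Between libraries of the same letter, Spearman correlations were 0.260 to 0.385 for A, 0.103 to 0.212 for B and 0.151 to 0.213 for C, over 10 pairs each. Pearson correlations of the same deviations were between -0.0539 and 0.137. By the Spearman correlations all pairs deviate together. The deviations of A, B and C cancel within a combination. An offset of replicate A shared by the combinations would therefore also make B correlate with B and C with C. Only libraries of the same letter were correlated, so that these values cannot tell a pairing from such an offset. The text of the paper does not say that a letter marks a shared position or day, and the pairing remains open.

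The fit was tested on simulated values drawn with the mean and the replicate spread of each of the 21364 genes, with 200 genes changed by more than 4-fold in the combination compared. Of the changed genes, 90.5% were recovered in the comparison of GAG-KOB with GAG-1103P, 89.5% for GAG-3309C, 87.5% for GAG-41B and 90.5% for GAG-17-37, and 6, 11, 5 and 16 unchanged genes were called. Alternatives were another added value (1 or 0.01), other filters on low values, the replicate letter as a block, libraries rescaled to the same median or total or quantile normalized, a fit of the compared groups alone, an adjusted p of 0.005, fold changes of mean FPKM values, robust empirical Bayes, other distances and linkages for the clustering, and each of the 15 libraries left out in turn. Fits with replicates B and C alone and with replicate A as a term were added later.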

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

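The counts for other splits of the libraries and the tests on scaling and on zeros in single libraries were chosen after the results were seen, whereas the test on the value of 0 in GAG-3309C was set beforehand.

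The paper compares each combination with GAG-1103P, and the comparisons among the other 4 combinations drew attention because the paper does not report their numbers of DEGs. Between GAG-41B and GAG-KOB 938 genes differed at least 4-fold, between GAG-41B and GAG-3309C 1845 and between GAG-41B and GAG-17-37 1883. The numbers were 110 for GAG-KOB and GAG-3309C, 118 for GAG-KOB and GAG-17-37 and 46 for GAG-3309C and GAG-17-37. In total 2407 genes differed at least 4-fold in a pair without GAG-1103P, and 822 of them are not in Table S4. Of the 10 ways to divide the libraries of a pair, the real one alone (1 of 10) gave a number as large in each of these comparisons, and the others gave at most 4 genes. With 10 splits chance cannot be excluded by this count. Of the 4 splits that place libraries of the same letter in different groups, the real one was also the largest in each. According to the methods of the paper, the graft combinations stood in adjacent blocks of the vineyard. An effect of the rootstock and an effect of the block are therefore confounded, and both remain open and untested.

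Most differences with GAG-41B were increases, but decreases with the same total in every library. The same median or quantile normalization did not change this direction. Against GAG-KOB, 524 genes were higher and 414 lower in GAG-41B, and 350 and 611 with the same total in every library. For GAG-3309C the numbers were 1144 and 701, and 733 and 1258 with the same total. With the same median they were 551 and 396 for GAG-KOB and 1235 and 652 for GAG-3309C. Quantile normalization gave 514 and 392 for GAG-KOB and 1087 and 680 for GAG-3309C. With 0.01 added to each FPKM value and no rescaling, they were 547 and 579 for GAG-KOB and 1217 and 907 for GAG-3309C. Between GAG-KOB and GAG-3309C, 67 genes were higher in GAG-KOB and 43 lower, and 54 and 60 with the same total, and for GAG-KOB and GAG-17-37 the numbers were 79 and 39, and 67 and 63. The same total moved the median log2 fold change of all genes by -0.29 against GAG-KOB, -0.46 against GAG-3309C and -0.45 against GAG-17-37 for GAG-41B, and by -0.15 and -0.14 for GAG-KOB against GAG-3309C and GAG-17-37.

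The gene Vv05s0077g01580, which is not in Table S4, was listed at 0 in all 3 GAG-3309C libraries and had between 38339 and 54662 FPKM in the 12 other libraries. If the estimate had failed for the combination as a whole, other genes should show the same pattern. A failure at this gene alone need not show in others, so that the count below does not test it. A single other gene (1) was at 10 FPKM or more in 12 libraries and at 0 in the 3 of a combination, Vv00s0256g00040 with 17.1 to 44.3 FPKM outside GAG-41B. This gene was named after its values were seen. A failed estimate cannot be told apart from absence of the transcript, because the deposited values hold no reads for the gene. Genes at 0 in a library and at 100 FPKM or more in another library of the same combination were 48, in 108 gene and combination pairs, a number that by itself does not show failed estimates. Few reads on the gene are a candidate explanation. In the 36 of these genes with 2 or more values above 0 in replicates B and C, the values divided by the worth of a read fell on whole steps, and of the 106 values beside a 0, 92.5% were at most 3 steps and none was above 11. A step is 1 read or several, so that the number of reads is not known, and a failed estimate in single libraries stays open. None of the 48 is in Table S4, but 5 are among the 4-fold DEGs found here in at least 1 comparison with GAG-1103P. These are Vv00s2829g00010 and, named after their values were seen, Vv00s0463g00040, Vv04s0023g01010, Vv12s0035g01300 and Vv16s0039g02280.

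Among the genes with the largest changes in the pairs without GAG-1103P were genes outside Table S4 that had zeros in some libraries. Vv01s0010g03020 had 85.5, 103 and 80.4 FPKM in GAG-41B and 0, 0 and 0 in GAG-17-37. Vv15s0021g02400 had 5.48, 11.6 and 7.92 FPKM in GAG-17-37 and 0, 0 and 0 in GAG-KOB. Vv17s0000g10370 had 10.2, 11.0 and 9.05 FPKM in GAG-KOB and 0, 0 and 0 in GAG-17-37, and Vv00s0198g00010 had 4.65, 6.66 and 3.34 in GAG-3309C and 0, 0 and 0 in GAG-17-37. The values above 0 in replicates B and C were 1 to 2 steps for Vv15s0021g02400 and Vv00s0198g00010, 2 to 7 for Vv17s0000g10370 and 1 to 55 for Vv01s0010g03020.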

How the results depend on the processing

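The fits with replicates B and C alone and with replicate A as a term were chosen after the data had been seen, and the other settings beforehand.

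Counts were compared over 29 other settings, and the clustering also with other distances, linkages and genes and with each gene centred. Of these values, 871 stayed within 1.5 times the reported number or within the replicate spread, and 36 did not. No named gene changed direction while past the threshold. Of the values for named genes, 2956 stayed on the same side of the threshold, 70 lost their call and 11, all of VvUBI, gained a call.

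Adding 1 instead of 0.1 to each FPKM value moved the largest number of counts. The 4-fold DEGs in at least 1 comparison with GAG-1103P were then 1809, those of GAG-41B alone 1392 and those in all 4 comparisons 66. Against GAG-1103P they were 344 in GAG-KOB, 184 in GAG-3309C, 1745 in GAG-41B and 101 in GAG-17-37. Against the mean of the others they were 998 for GAG-41B and 332 for GAG-1103P. Between GAG-41B and GAG-KOB, GAG-3309C and GAG-17-37 they were 491, 1074 and 1084. Among the last 3 combinations they were 35 for GAG-KOB and GAG-3309C, 30 for GAG-KOB and GAG-17-37 and 10 for GAG-3309C and GAG-17-37. A larger added value lowers the fold changes of genes with low FPKM by construction.

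With 0.01 added, the genes in all 4 comparisons were 256, and the same 3 pairs had 177, 183 and 78 4-fold DEGs. Fold changes of mean FPKM values gave 191, 185 and 79 for them, and 1222 for GAG-1103P against the mean of the others. An adjusted p of 0.005 left 73, 70 and 16. With a mean of at least 1 FPKM, which tests fewer genes, GAG-KOB and GAG-17-37 had 76, GAG-3309C and GAG-17-37 had 30, and 5 photosynthesis genes were higher in GAG-41B. Apart from these filters and thresholds, the cause of the changes was not tested.

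The separation of GAG-41B in the clustering, 0.130 in correlation distance, was 0.0344 over all genes with a mean of at least 0.1 FPKM and 0 with each gene centred on its mean. It was 0.137 with the Spearman distance, 0.215 with complete and 0.0552 with single linkage, and 0.124 and 0.136 with 1 and 0.01 added. The cause was not tested.

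The photosynthesis genes changed at least 4-fold in GAG-17-37, 1 in all (Vv11s0037g00290), were 0 without GAG-1103P replicate A and 0 without GAG-17-37 replicate C. Leaving out each of the 15 libraries in turn moved none of the counts that follow by over 1.5 times. Genes differing among the combinations were between 15450 and 16334 and those differing in at least 1 comparison with GAG-1103P between 15990 and 17141, and the expressed genes between 22275 and 22316. The 4-fold DEGs were between 3111 and 3154 in at least 1 comparison, 2120 and 2164 in GAG-41B alone, and 150 and 173 in all 4. Against GAG-1103P they were between 747 and 774 in GAG-KOB, 441 and 526 in GAG-3309C, 2885 and 2923 in GAG-41B and 302 and 333 in GAG-17-37. For GAG-41B they were between 931 and 968 against GAG-KOB, 1823 and 1895 against GAG-3309C, 1875 and 1930 against GAG-17-37 and 1747 and 1796 against the mean of the others. The remaining ranges were 703 to 745 for GAG-1103P against the mean, 109 to 136 for GAG-KOB and GAG-3309C, 118 to 140 for GAG-KOB and GAG-17-37 and 40 to 55 for GAG-3309C and GAG-17-37.

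In the same settings, Cluster 1 had between 1678 and 1698 genes higher and Cluster 2 between 934 and 938 lower in GAG-41B. Higher in GAG-41B were always 38 stilbene synthase, 13 phenylalanine ammonia-lyase, 27 WRKY, 17 NAC, 64 disease resistance, 18 pathogenesis-related, 24 glucanase and chitinase, 18 lipoxygenase and lipase and 14 jasmonate genes, 15 to 16 peroxidase and glutathione S-transferase genes and 6 to 8 photosynthesis genes. The ABA genes higher in GAG-1103P were 9 to 11, and the separation of GAG-41B in the clustering was 0.129 to 0.132.

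With the replicate letter as a block, 17187 genes differed among the combinations and 17905 in at least 1 comparison, 3135 at least 4-fold. In the fit with this block the 4-fold DEGs were 2894 in GAG-41B and 337 in GAG-17-37, and 164 in all 4 comparisons. With the block VvUBI (Vv16s0098g01190) passed the threshold in GAG-KOB (adjusted p = 0.049 in limma, and between 0.000939 and 0.439 over the settings tried), in GAG-17-37 (0.0398 in limma, and between 0.0328 and 0.412 over the settings tried) and in GAG-1103P against the mean of the others (0.0306 in limma, and between 6.94e-05 and 0.279 over the settings tried), and the block changed no other call of a named gene and moved no count by over 1.5 times.

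Calls of 3 named genes outside the reference genes were lost without single libraries. Vv18s0041g02130 was lost in GAG-KOB, GAG-3309C and GAG-17-37 without GAG-1103P replicate B or C, in GAG-3309C also without its replicate A and in GAG-17-37 without its replicate A or B (adjusted p up to 0.0995, limma). Vv09s0070g00950 was lost in GAG-KOB, GAG-3309C and GAG-17-37 without GAG-1103P replicate A or C (up to 0.0797), and Vv00s0317g00010 in GAG-KOB and in GAG-3309C without their own replicate B or C (up to 0.0852). With only the compared groups in the fit 11 values of named genes lost their call, at an adjusted p of 0.005 17 values, and with replicates B and C alone 7. Precision is limited by the spread of 3 replicates, since the values carry no read counts.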

Differences from the paper's values

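The genes changed at least 4-fold in GAG-17-37 alone were 20 in the paper and 47 here. Among the alternatives set before the data were examined, a mean of at least 1 FPKM (20 genes) and an adjusted p of 0.005 (20 genes) gave the paper's value. The number stayed apart from it with 1 added to each FPKM value (10), with 0.01 added (53), without a filter (35), with the replicate letter as a block (46), with the same median (43) or total (51) per library, after quantile normalization (43), with fold changes of mean FPKM values (52) and with robust empirical Bayes (45).

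The paper states that GAG-17-37 had no DEGs in photosynthetic pathways. It refers to pathways drawn with MapMan and to genes past its own 4-fold limit. The 12 genes here were taken from the networks of Table S4 instead, and counts at any fold change are not comparable with its statement. Of the 12 photosynthesis genes of Table S4, 1 was changed at least 4-fold here, Vv11s0037g00290 with a log2 fold change of 2.01 (adjusted p = 0.0180, limma), and 8 were past the threshold at any fold change. Among the alternatives set beforehand, none of the 12 reached 4-fold with 1 added to each FPKM value (log2 fold change of Vv11s0037g00290 1.03), with the same median per library, after quantile normalization, at an adjusted p of 0.005, with fold changes of mean FPKM values, without GAG-1103P replicate A and without GAG-17-37 replicate C. The same was found with replicates B and C alone, a setting chosen after the values were seen. At any fold change, the number of photosynthesis genes past the threshold was never under 5 in the settings tried.

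The paper describes genes of ABA metabolism as up-regulated in GAG-1103P. It also reports RT-qPCR of VvNCED and the ABA content of the leaves. The 22 ABA genes of Table S4 used here are all those whose annotation or network names ABA, a wider set than genes of ABA metabolism. Of these, 10 were higher and 11 lower in GAG-1103P than in the mean of the other 4 combinations (limma). Those of Cluster 2, to which the paper refers, were higher in 10 of 11 cases, and VvNCED was among them.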

Other observations

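The tests on replicate A other than that of mislabelled libraries, the test on the totals of GAG-41B by the worth of a read, the scaling test on higher and lower genes, the simulations of shared controls and the counts of other splits were chosen after the results were seen. Set beforehand were the tests on mislabelled libraries, on a few abundant genes and on the relation of GAG-KOB and GAG-17-37.

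Replicate A lay farther from replicates B and C than these from each other in 5 of 5 combinations by the scaled median absolute deviation, but in 2 by the standard deviation. Mislabelled libraries are argued against, since 5 of the 5 A libraries were nearest to their own combination (correlations 0.965 to 0.970). Depth is also argued against, since in 3 combinations replicates B and C differed more in mapped reads than A from their mean and still lay closer (1 combination by the standard deviation). In the A libraries at most 0.812% of low values were shared exactly by several genes, against at least 31.6% in the others, and a candidate explanation is that the values of replicate A were estimated in another way. A difference between library or sequencing batches cannot be told apart from this, because the labels give no batch and the methods of the paper speak of a sequencing run without assigning libraries to lanes or days. No biological explanation was tested.

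The FPKM totals of GAG-41B were higher than those of the other combinations, at similar numbers of mapped reads. A few abundant genes do not account for it, since without the 100 most abundant genes the ratio of the totals was still 1.31. The worth of 1 read in FPKM was taken from the most frequent ratio of low values in the B and C libraries to those of GAG-1103P replicate B. Multiplied by the mapped reads, it was 1.38 times as large in GAG-41B as in the mean of the others. This is what a scaling of the libraries by the authors would give, and the higher totals may come from it. A geometric scaling centres the median gene, and a real shift of many transcripts in leaves on this rootstock remains open.

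More genes were higher than lower in GAG-41B against GAG-1103P (64.6% of the 4-fold DEGs). With the same total in every library the share was 46.2%. It was 68.3% with the same median and 60.4% after quantile normalization. The direction of the majority and the scaling cannot be told apart, because the deposited values hold no measure of total RNA.

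Genes changed in GAG-41B may lie on a gradient over the combinations. As a hypothesis, genes of GAG-41B against GAG-1103P were expected to move the same way in GAG-KOB against GAG-17-37, which shares no library with it. Of the 2893 4-fold DEGs, 88.1% had the same sign in the second comparison, and 97.4% of the 1670 that were DEGs there as well (limma). The median log2 fold change was 0.70 for genes higher in GAG-41B and -0.57 for those lower. Shared libraries cannot produce this. The share was 88.6% of 3018 genes with the same total in every library, which argues against the scaling, and 87.4% of 2752 after quantile normalization. A biological difference between rootstocks is a candidate explanation, and a gradient over the adjacent blocks of the vineyard was not tested.

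The 162 genes changed in all 4 comparisons could in principle reflect the shared GAG-1103P libraries alone. In 20 simulations of unchanged groups, with the GAG-1103P libraries drawn as well, the number called by limma in all 4 was 0. This argues against independent noise in shared libraries, the only case simulated. A peculiarity of the real GAG-1103P libraries was not simulated and stays open. At an unadjusted p of 0.05 or less, up to 883 simulated genes were called in 2 or more comparisons, against 14004 observed. Of the 162 genes, 72 had no 4-fold DEG call in any pair among the other 4 combinations. Table S4 does not list 31 of them, and these had a median of 2.46 FPKM against 29.3 FPKM for the 131 listed.

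Other divisions of the 15 libraries into 5 groups of 3 were drawn to 100 with the real one included. The real one alone (1 of 100) gave as many genes differing among combinations (others at most 7727), differing in at least 1 comparison (10343), changed 4-fold (2072), changed in GAG-41B alone (884) and changed in all 4 (116). It was also the only one as large among 100 divisions that kept 1 library of each letter in every group. The others there gave at most 11770, 12304, 2117, 1989 and 2, which argues against a random grouping of the libraries. Since the combinations stood in adjacent blocks, these counts cannot tell an effect of the rootstock from an effect of the block. For GAG-41B and GAG-1103P against the mean of the others the real split was 1 of 100 each (others at most 696 and 307). With 1 library of each letter in the group set apart, it was 1 of 100 for GAG-41B (others at most 717). For GAG-1103P it was 2 of 100 (the other 1746, the number of GAG-41B set apart). This argues against a random grouping for both, with the same limit of the blocks. For the ABA genes higher in GAG-1103P, 2 of 100 splits gave a number as large, and the other of the 2 gave 11 genes. Among 100 splits with 1 library of each letter in the group, 6 did. The list comes from Table S4, whose genes were chosen on these libraries, so that this count does not exclude chance. For each comparison of 3 libraries with 3, the families, Cluster 1 and Cluster 2 included, the real split was the largest of 10 (1 of 10), and this count by itself does not exclude chance because 10 splits cannot give a share under 0.1. Of the 10, 4 part the libraries of all 3 letters, and the other 3 of these gave at most 3 genes, against at most 4 in the 6 that do not.

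With the scaling of the deposited values, the 2 genes that the paper used as references in RT-qPCR changed little. VvACT (Vv04s0044g00580) had 955 ± 45.7 FPKM in GAG-1103P and 879 ± 16.5 in GAG-41B (mean ± SD, n = 3), a log2 fold change of -0.12 (standard error 0.05, adjusted p = 0.0416, limma). Over the other settings its adjusted p was between 1.31e-06 and 0.454. VvUBI (Vv16s0098g01190) had 1065 ± 39.6 and 939 ± 2.17 FPKM, a log2 fold change of -0.18 (standard error 0.06, adjusted p = 0.0159, limma), with an adjusted p between 1.28e-08 and 0.232 over the other settings. Both lay lower in GAG-41B under each scaling, but the size of the decreases depends on it. The same total in every library moved the median log2 fold change of all genes in GAG-41B vs. GAG-1103P by -0.38. Left out singly, GAG-1103P replicate A or B, GAG-KOB replicate B or C, GAG-41B replicate B or C and GAG-17-37 replicate B or C removed the call of VvACT in GAG-41B (adjusted p up to 0.173, limma), GAG-1103P replicate A also that in GAG-17-37 (0.0566) and in GAG-1103P against the mean of the others (0.0687), and GAG-1103P replicate B removed that of VvUBI (0.0579).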
